# Transcriptional Comparison of Human and Murine Retinal Neovascularization

**DOI:** 10.1167/iovs.64.15.46

**Published:** 2023-12-28

**Authors:** Laurenz Pauleikhoff, Stefaniya Boneva, Myriam Boeck, Anja Schlecht, Günther Schlunck, Hansjürgen Agostini, Clemens Lange, Julian Wolf

**Keywords:** oxygen-induced retinopathy, OIR, proliferative diabetic retinopathy, PDR, retinal neovascularization, RNV, RNA sequencing, disease animal models, mouse, human, diabetes mellitus

## Abstract

**Purpose:**

Retinal neovascularization (RNV) is the leading cause of vision loss in diseases like proliferative diabetic retinopathy (PDR). A significant failure rate of current treatments indicates the need for novel treatment targets. Animal models are crucial in this process, but current diabetic retinopathy models do not develop RNV. Although the nondiabetic oxygen-induced retinopathy (OIR) mouse model is used to study RNV development, it is largely unknown how closely it resembles human PDR.

**Methods:**

We therefore performed RNA sequencing on murine (C57BL/6J) OIR retinas (n = 14) and human PDR RNV membranes (n = 7) extracted during vitrectomy, each with reference to control tissue (n=13/10). Differentially expressed genes (DEG) and associated biological processes were analyzed and compared between human and murine RNV to assess molecular overlap and identify phylogenetically conserved factors.

**Results:**

In total, 213 murine- and 1223 human-specific factors were upregulated with a small overlap of 94 DEG (7% of human DEG), although similar biological processes such as angiogenesis, regulation of immune response, and extracellular matrix organization were activated in both species. Phylogenetically conserved mediators included *ANGPT2, S100A8, MCAM, EDNRA,* and *CCR7*.

**Conclusions:**

Even though few individual genes were upregulated simultaneously in both species, similar biological processes appeared to be activated. These findings demonstrate the potential and limitations of the OIR model to study human PDR and identify phylogenetically conserved potential treatment targets for PDR.

Retinal neovascularization (RNV) is the common hallmark of ischemic retinopathies, such as ischemic retinal vein occlusion (RVO), proliferative diabetic retinopathy (PDR), and retinopathy of prematurity (ROP), which can lead to transient or irreversible loss of vision in all age groups, from infants to seniors. In particular, diabetic retinopathy (DR) is a leading cause of vision loss, globally affecting more than one third of the 295 million diabetic patients worldwide.^1^ With its incidence predicted to rise even further, prevention and treatment of the sight-threatening consequences of DR are of particular interest.^2^

Pathophysiologically, RNV represents a common terminal pathway as a consequence of a similar series of events in ROP, PDR, and RVO.^3^ During the course of these diseases, obliteration or insufficiency of small retinal vessels causes ischemia in significant parts of the retina, which in turn leads to the release of proangiogenic factors such as the vascular endothelial growth factor (VEGF). These factors promote development of RNV, which in turn can bleed (thus causing vitreous hemorrhage) or cause tractional retinal detachment, leading to transient or permanent loss of vision.^4^

In everyday clinical routine, prevention and inhibition of RNV comprise the primary treatment goal in ischemic retinopathies. Traditionally, panretinal laser photocoagulation (PRP) with a focus on ischemic areas is considered as first-line treatment.^5^ Potential side effects of this disruptive procedure, however, include areas of scotoma and delayed dark adaptation.^6^ Recently, intravitreal anti-VEGF injections have also been used to treat ROP^7^ and PDR,^8^^,^^9^ yielding promising results and subsequent FDA approval for the treatment of both diseases.^10^^,^^11^ However, because underlying ischemia persists and is not being treated causatively, injections have to be applied regularly over a long period of time and thus represent a significant treatment burden and carry an increased risk of intraocular infection. Moreover, about 30% of PDR patients show persistent neovascular activity despite treatment,^12^ indicating the need for new treatment modalities.

One of the most used mouse models to study RNV in vivo and to identify new treatment targets is the oxygen-induced retinopathy (OIR) model, where newborn mice are initially exposed to hyperoxia, causing central retinal vessel loss. Upon return to normoxia after five days,^13^^,^^14^ the relative retinal hypoxia in central parts of the murine retina induces VEGF-driven RNV development.^15^^–^^17^ Considering that this sequence of events shares many similarities with those observed in human ischemic retinopathies, the OIR model has been used extensively as an animal model to study ROP.^16^^,^^18^^,^^19^ Because current DR animal models only poorly reflect RNV development in PDR,^20^ the OIR model has also been used to model the pathophysiology of PDR.

However, it remains a matter of debate whether the eyes of young, nondiabetic murine pups adequately resemble the changes seen in adult patients with diabetes. Therefore the aim of this study was to perform an unbiased transcriptomic comparison between murine and human RNV to unveil how closely the OIR model resembles RNV in human PDR and whether phylogenetically conserved mediators of RNV formation exist that could serve as potential therapeutic targets in proliferative retinal disease.

## Methods

### Mice

Pregnant C57BL/6J female wildtype mice were purchased from Charles River, and the pups were used as experimental animals. All animal experiments were approved by the local authority (Regierungspraesidium Freiburg, Application number G17-11) and were performed in accordance with the respective national, federal, and institutional regulations. All experiments adhered to the ARVO Animal Statement.

### Oxygen-Induced Retinopathy Mouse Model

Mice were exposed to the OIR model as described previously.^18^^,^^21^^,^^22^ Briefly, newborn pups (male and female) were kept under normoxic conditions until postnatal day (p) 7 and then transferred to a hyperoxic environment (75% oxygen). After transfer back to normoxic conditions on p12, they were sacrificed on p14 or p17 by cervical dislocation (Fig. 1A). These timepoints were chosen because in the OIR model at p14 the retina shows large ischemic areas without significant neovascularization, whereas at p17 the greatest extent of RNV is observed (Fig. 1B).^18^ Newborn mice that were constantly kept under normoxic conditions until p14 or p17 served as controls (nOIR p14 and nOIR p17, Fig. 1A). All mice were raised and kept at a constant temperature with a 12-hour light/dark cycle.

**Figure 1.**
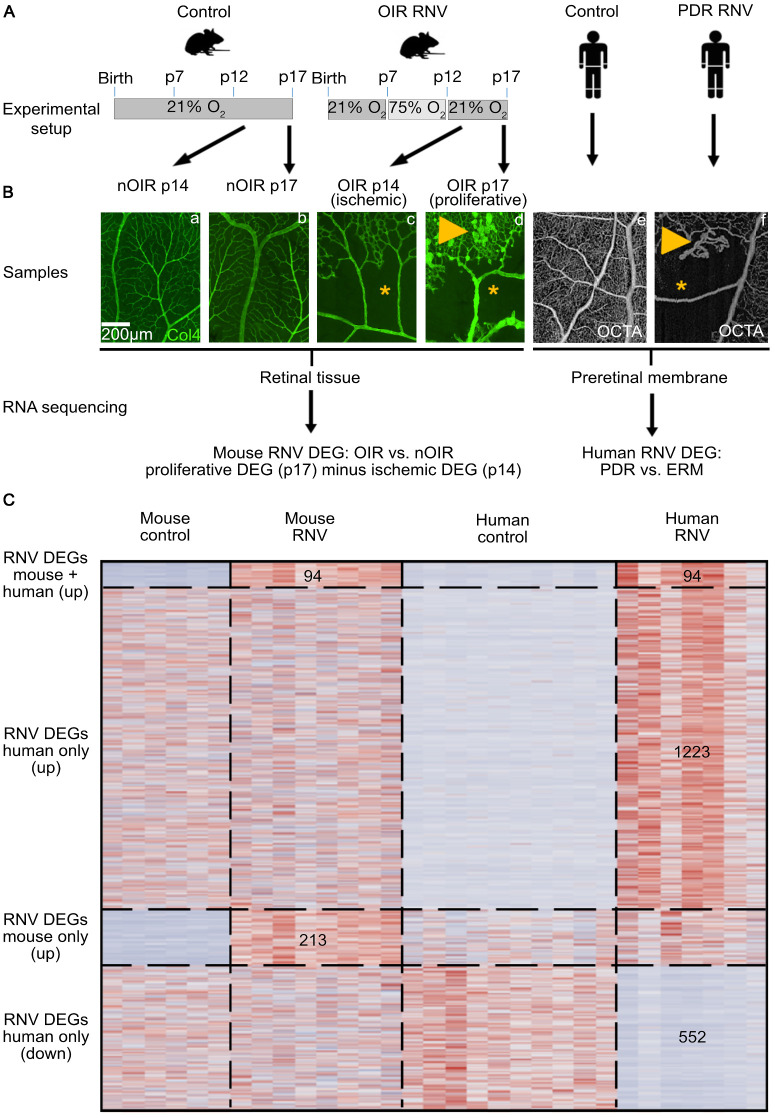
Experimental design of the study. For the murine part of the study, newborn pups constantly kept under normoxic conditions were used as controls and sacrificed at postnatal day (p) 14 or p17, respectively (*nOIR p14* and *nOIR p17*) (**A**). Physiological retinal vascularization was confirmed by Collagen IV staining of one eye of each litter (**Ba, Bb**). In the OIR group, newborn pups were brought up under normoxic conditions until p7 and were then transferred to a hyperoxic environment (75% oxygen). OIR pups were returned to room air on p12 and sacrificed on either p14 (*OIR p14*) or p17 (*OIR p17*). OIR retinas showed extensive avascular areas (*) on p14 (**Bc**) followed by retinal neovascularization (*arrowhead*) on p17 (**Bd**). In humans, retinal neovascularization membranes (RNV) extracted during routine vitrectomy from patients with proliferative diabetic retinopathy (PDR) were compared to control samples of (nondiabetic) epiretinal membranes (ERM), as described in a previous study.^24^ Similarly to our observations in mice, optical coherence tomography angiography (OCTA) of a patient with PDR (**Bf**) revealed extensive avascular areas (*), as well as consecutive development of RNV (*arrowhead*), whereas control patients showed intact retinal perfusion (**Be**). After RNA sequencing, bioinformatic analysis revealed DEG between PDR/OIR samples and their respective controls (**C**). Because whole retinal flatmounts were analyzed for murine experiments, whereas only preretinal membranes were collected as human samples, the DEG in OIR p14 retinas were deducted from those in OIR p17 to compensate for the effect of the ischemic retina. Finally, human and murine DEG were compared as shown on the heatmap revealing 94 DEG that were upregulated in both human and murine RNV, 1223 DEG that were upregulated in human RNV only, 213 DEG that were upregulated in mice only and 552 DEG that were downregulated in human RNV only (**C**).

As previously described, only pups with normal weight gain up to p17 show a complete OIR phenotype with fully developed RNV.^19^ Pups undergoing the OIR experiments with a weight <5 g or >7.5 g at p17 were therefore excluded from analysis in our study. Overall, six mice from four litters were included in the OIR p14 group, eight mice from three litters in the OIR p17 group, seven mice from three litters in the nOIR p14 group, and six mice from two litters in the nOIR p17 group (Supplementary Table S1).

### Immunohistochemistry

To ensure efficient induction of the vascular phenotype in OIR eyes, the extent of RNV in the retina of one randomly selected pup of each litter was assessed by immunohistochemistry. After intracardiac perfusion with 4°C PBS, the eye was fixed in 4% paraformaldehyde for one hour at 4°C and processed for retinal flatmounting as described previously.^23^ A primary antibody against Collagen IV (COL4, goat anti-mouse, AB769; Merck Millipore, Billerica, MA, USA) was added at a dilution of 1:500 for two nights at 4°C on a shaker . A secondary antibody (Alexa Flour 488, donkey anti-goat, A11055; Life Technologies, Carlsbad, CA, USA) was added at a dilution of 1:500 overnight at 4°C on a shaker. Images of entire retinal flatmounts were taken using a Hamamatsu NanoZoomer S60 (Hamamatsu Photonics, Herrsching, Germany) to assess the development of ischemia and consecutive retinal neovascularization.^16^

### Total RNA Extraction

The fellow eye of the above-mentioned mice, as well as both eyes per animal pooled for other pups, were processed for retinal extraction straight after intracardiac PBS perfusion and enucleation. They were stored in RNAlater buffer (Qiagen, Hilden, Germany) for up to six days and shipped at 2° to 8°C to the RNA sequencing provider. Samples containing one or two retinas showed similar quality and quantity of extracted RNA. Total RNA extraction from murine retinas stabilized in RNAlater buffer was performed by the Genomics Core Facility “KFB–Center of Excellence for Fluorescent Bioanalytics” (University of Regensburg, Regensburg, Germany; www.kfb-regensburg.de) according to the “Purification of Total RNA From Animal and Human Tissue” protocol of the RNeasy Micro Kit (Qiagen). In brief, after centrifugation for five minutes at 5000*g* and removal of RNAlater, the tissue was disrupted and homogenized in 350 µL RLT buffer containing 1% beta-mercaptoethanol with Precellys CK14 ceramic beads (one cycle of 15 seconds at 5500 rpm) using a Precellys 24 homogenizer (Bertin Corp., Rockville, MD, USA). Next, samples were spun in a centrifuge for two minutes at full speed, and 350 µL of the cleared supernatant was transferred to a new tube. One volume of 70% ethanol was added, and the samples were applied to an RNeasy MinElute spin column followed by an on-column DNase digestion and several wash steps. Finally, total RNA was eluted in 14 µL of nuclease-free water. RNA purity and integrity were assessed on the Agilent 2100 Bioanalyzer with the RNA 6000 Nano LabChip reagent set (Agilent, Palo Alto, CA, USA).

### RNA Sequencing

The SMARTer Ultra Low Input RNA Kit for Sequencing v4 (Clontech Laboratories, Inc., Mountain View, CA, USA) was used to generate first-strand cDNA from approximately 1 ng of total RNA. Double-stranded cDNA was amplified by long-distance PCR (11 cycles) and purified via magnetic bead clean-up. Library preparation was carried out as described in the Illumina Nextera XT Sample Preparation Guide (Illumina, Inc., San Diego, CA, USA). Input cDNA 150 pg was tagmented (tagged and fragmented) by the Nextera XT transposome. The products were purified and amplified via a limited-cycle PCR program to generate multiplexed sequencing libraries. For the PCR step, 1:5 dilution of the unique dual indexing (i7 and I5) adapters was used. Libraries were quantified using the KAPA Library Quantification Kit–Illumina/ABI Prism User Guide (Roche Sequencing Solutions, Inc., Pleasanton, CA, USA). Equimolar amounts of each library were sequenced on an Illumina NextSeq 2000 instrument controlled by the NextSeq 2000 Control Software (NCS) v1.2.0.36376 using one 50 cycles P3 Flow Cell with the dual index, single-read run parameters. Image analysis and base calling were performed using the Real Time Analysis Software v3.7.17. The resulting .cbcl files were converted into .fastq files with the bcl2fastq v2.20 software.

### Human Samples

The RNA sequencing data of murine OIR retinas was combined with data of human RNV extracted during therapeutic pars plana vitrectomy from patients with PDR. Epiretinal membranes collected during vitrectomy for macular pucker served as controls (see Figs. 1Be, 1Bf). Ethics approval for this study was granted by the local Ethics Committee (University of Freiburg Medical Centre Ethics Committee Application No. 17/17) and written informed consent was obtained from each patient before tissue acquisition. RNA sequencing on these samples was performed as part of a previous project already published.^24^ Baseline characteristics of these patients are shown in Supplementary Table S1 and in more detail in the initial publication.

### Bioinformatics

Sequencing data were analyzed on the Galaxy web platform (usegalaxy.eu)^25^ as previously described.^26^ Quality control was performed with FastQC (Galaxy Version 0.73, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, last access on January 22, 2022). Reads were mapped to the human or mouse reference genome (human: Gencode release 35, mouse: Gencode M28) with RNA STAR (Galaxy Version 2.7.8a, default parameters).^27^ For each sample, the BAM files from each lane were combined in one BAM file per sample using Merge BAM files (Galaxy Version 1.2.0). Reads mapped to the human or mouse reference genome were counted by featureCounts (Galaxy Version 2.0.1, default parameters).^28^ The output of featureCounts was imported to RStudio (version 1.4.1103, R Version 4.0.3). Gene symbols and gene types were determined based on Ensembl (Release 105, download: 28.01.2022).^29^ Genes with zero reads in all samples were removed from further analysis. Principal component analysis (PCA)^30^ was applied to check for potential batch effect and outliers. One mouse (S4 from nOIR p14) was identified as an outlier sample because of high contamination with lens-specific genes (*Cryaa* and *Cryba1*) and excluded from further analysis. 

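Cryaa and Cryba1 encode crystallins, which are structural proteins of the lens. Their normalized reads were read for each of the 27 mice in the deposited table, without a test, since a single mouse was at issue. For nOIR p14 mouse S4, the table lists 6142 normalized reads of Cryaa and 5589 of Cryba1. The median over all 27 mice was 706.5 for Cryaa and 546.4 for Cryba1. Over the same mice, Cryaa ranged from 0 to 12404 normalized reads. Mouse S4 ranked 5 of 27 for Cryaa and 4 of 27 for Cryba1. The highest values were those of OIR p17 mouse S2, with 12404 normalized reads of Cryaa and 9406 of Cryba1. Within the same group as S4, nOIR p14 mouse S5 had 6771 and 5828. The paper names the lens genes as its reason for excluding S4. In the authors' deposited table, the mean listed for nOIR p14 differs from the mean of all 7 nOIR p14 mice by at most 4.51e-10 normalized reads in any gene.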

Normalized reads and differential gene expression were calculated using the Rpackage DESeq2 (version 1.34) with default parameters (Benjamini-Hochberg adjusted p-values^30^). Transcripts with log2 fold change (log2FC) >2 or <−2 and adjusted *P* value < 0.05 were considered as differentially expressed genes (DEG). Heatmaps were created with the R package ComplexHeatmap (version 2.1.0).^31^ Gene enrichment analysis and its visualization were performed using the R package clusterProfiler (version 4.2.2).^32^ Gene ontology (GO) analysis for clusters related to biological processes or molecular functions was performed based on the upregulated genes in RNV using the R function enrichGO of the clusterProfiler package with default parameters. Genes associated with the six most disease-relevant biological processes or molecular functions were illustrated using the R function cnetplot of the clusterProfiler package with default parameters. To investigate the enrichment of the VEGF pathway in human and murine RNV, we ran gene set enrichment analyses using the clusterProfiler R package based on the VEGF signaling pathway gene set (76 genes, entry number hsa04370) from the Kyoto Encyclopedia of Genes and Genomes database (download gene set on October 15, 2023, from https://www.gsea-msigdb.org/gsea/msigdb/cards/kegg_vegf_signaling_pathway). A ranked gene list was created for human PDR, OIR p14, and OIR p17, each ordered by the log2FC between disease and control. Other data visualization was performed using the ggplot2 R package.^33^

### Identification of Phylogenetically Conserved DEG

Although murine samples consisted of retinal flatmounts, human samples acquired during vitrectomy contained RNV/epiretinal membranes only. To account for the difference between these samples, DEG identified in OIR p14 mice when compared to their respective controls (nOIR p14) were deducted from the DEG in OIR p17 mice when compared to their respective controls (nOIR p17) to “subtract” the impact of the nonproliferative ischemic retina at OIR p14 from the proliferative and ischemic changes that are observed on OIR p17. This allowed the identification of DEG that were solely upregulated because of RNV in mice (RNV DEG, Fig. 1C). These RNV DEG were used for all comparisons with DEG from human samples. We also used normal retinal tissue as a second control group, that was obtained from patients undergoing enucleation due to choroidal melanoma at our institution. RNA sequencing on these samples was performed as part of a previous project already published.^34^

## Results

### Transcriptional Characterization of Murine RNV in the OIR Model

Similar to the human situation in neovascular retinal diseases, the OIR model is characterized by a phase of retinal hypoxia (around p14), followed by a phase of RNV (around p17).^15^ To investigate the phase of retinal hypoxia in the OIR model, we first compared the transcriptional profile of the retina of mice at p14 with age-matched control mice (nOIR). 

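The OIR model exposes mouse pups to 75% oxygen from day 7 to day 12, after which they return to room air. Whole retinas of OIR mice and of untreated controls (nOIR) were sequenced at p14 and at p17. The authors aligned the reads, counted them on genes and divided each mouse's counts by its DESeq2 size factor, so the deposited values are normalized reads. Multiplying them by 1 factor per mouse gave back whole reads for 100% of the values. These recovered totals ranged from 17029536 reads (OIR p17 mouse S1) to 33593428, with a median of 30024568 over 27 mice. By group, the median was 29342733 for nOIR p14, 26105776 for OIR p14, 29249316 for nOIR p17 and 30538757 for OIR p17. The comparisons used 26 mice, namely 6 nOIR p14, 6 OIR p14, 6 nOIR p17 and 8 OIR p17 mice, with nOIR p14 mouse S4 left out. A pseudocount of 1 was added to the normalized reads, which were then put on the log2 scale. Genes were tested if their mean was at least 1 normalized read, which left 27137 of the 40129 genes in the table. Limma with a mean-variance trend was fitted to all 4 groups at once, with Benjamini-Hochberg adjustment over these genes. As in the paper, a gene was called a DEG at an adjusted p under 0.05 and a log2 fold change above 2 or below -2. The spread given with each mean is the SD over the mice of the group.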

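Of the genes tested at p14, 202 were called upregulated and 38 downregulated in OIR mice by limma with Benjamini-Hochberg adjustment, so that 84.2% of the 240 DEG rose. Without the threshold on the fold change, 1652 genes had an adjusted p under 0.05, of which 862 were higher in OIR mice. With nOIR p14 mouse S4 included, 205 genes were called upregulated, 182 of them shared with the 202. The downregulated DEG then numbered 38 again, with 33 shared. In 131 of the 202 upregulated DEG, every OIR p14 mouse lay above every nOIR p14 mouse. For 22 of the 38 downregulated DEG, every OIR p14 mouse lay below. A stricter adjusted p of under 0.01 moved both counts most, to 151 and 22. The authors' deposited table holds 215 upregulated and 48 downregulated DEG by the same thresholds. Those deposited calls match DESeq2 with nOIR p14 mouse S4 included, whereas the calls here leave S4 out. Of the authors' 215 and 48 DEG, 77.7% and 58.3% were called here too. In 62 and 19 of them, the mean over all mice was under 10 normalized reads.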

We found that 263 genes were differentially expressed at p14 in the OIR group compared with controls (nOIR p14), with 82% (215) of those being upregulated and 18% (48) being downregulated (Figs. 2A, B). 

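The endothelin gene Edn2 rose from 3.00 ± 5.55 (SD, n = 6) to 448.3 ± 230.1 (SD, n = 6) normalized reads at p14. This was a log2 fold change of 7.44 (standard error 0.61, adjusted p = 3.73e-09 from limma with Benjamini-Hochberg adjustment). Ccl4, a chemokine gene, rose by 5.95 on the log2 scale (standard error 0.43, adjusted p = 4.02e-10), and Timp1 by 5.90 (standard error 0.52, adjusted p = 9.97e-09). For Gfap, which marks reactive glia, the log2 fold change was 3.23 (standard error 0.31, adjusted p = 5.11e-08). By adjusted p, Ccl4 ranked 3, Edn2 6, Timp1 9 and Gfap 16 among the upregulated DEG. Atp13a5 fell from 105.3 ± 20.6 to 15.1 ± 7.98 normalized reads (SD, n = 6 each), a log2 fold change of -2.88 (standard error 0.51, adjusted p = 0.00037). Gkn3 had 32.5 ± 12.4 normalized reads (SD, n = 6) in nOIR p14 mice and was listed at 0 in all 6 OIR p14 mice, so no fold is given. It had the smallest adjusted p among the downregulated DEG, 3.84e-07. In each of these 6 genes the OIR and nOIR mice did not overlap (exact permutation test, two-sided, p = 0.0022, the smallest that 6 mice against 6 allow). The DEG with the smallest adjusted p of all was Ndufa4l2, with a log2 fold change of 3.52 (standard error 0.17, adjusted p = 4.12e-14).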

*Ccl4* (C-C Motif Chemokine Ligand 4), *Edn2* (Endothelin 2), *Timp1* (TIMP Metallopeptidase Inhibitor 1), and *Gfap* (Glial Fibrillary Acidic Protein) appeared among the most significantly upregulated genes at p14, whereas genes such as *Atp13a5* (ATPase 13A5) and *Gkn3* (Gastrokine 3) were among the most downregulated genes at p14 (Supplementary Fig. S1).

**Figure 2.**
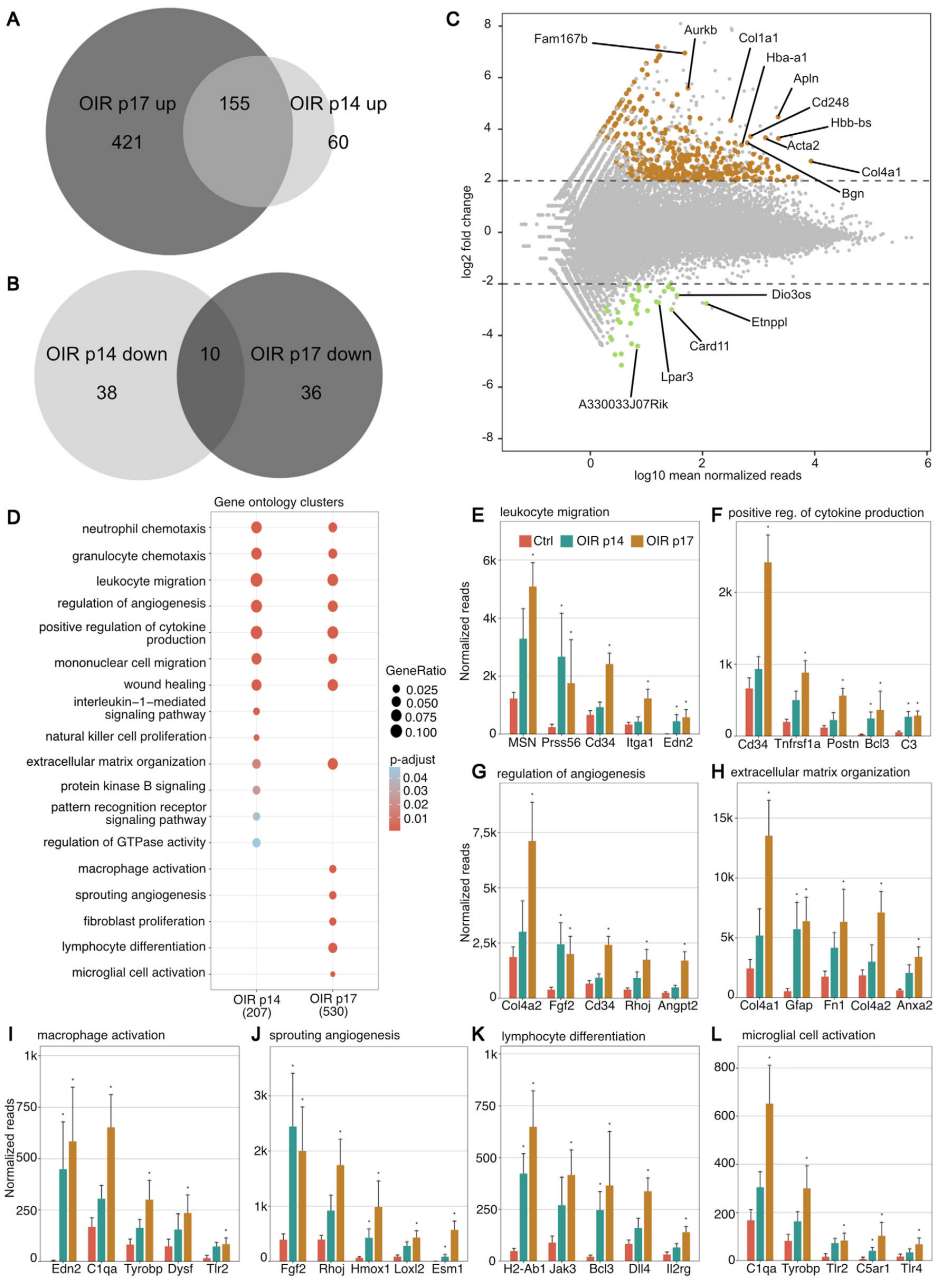
Gene expression and gene ontology clusters differentially expressed in the oxygen-induced retinopathy model. Venn diagrams visualizing DEG between OIR p14 and OIR p17 groups that were upregulated (**A**) or downregulated (**B**) compared to respective control samples. Genes with log2FC >2 or <−2 and adjusted *P* value <0.05 were considered as DEG. This showed on overlap of 155 upregulated and 10 downregulated DEG in both groups. (**C**) Scatter plot showing the logarithm of normalized mean reads versus log2 fold change at OIR p17. Upregulated DEG are shown in *brown*, whereas downregulated ones are shown in *green*. The 10 most highly expressed and upregulated, as well as the five most highly expressed and downregulated, DEG are annotated. (**D**) GO enrichment analysis based on the 207 DEG at p14 and 530 DEG at p17 that were included in the GO database. The adjusted *P* value of each GO term is color-coded. The gene ratio describes the ratio of the count to the number of all DEG and is coded by circle size. If no circle is shown at a time point, the adjusted *P* value was not statistically significant (>0.05). (**E–L**) The five most highly upregulated DEG within each GO cluster and their normalized reads in controls (nOIR p14 + nOIR p17, *red*), OIR p14 (*green*), and OIR p17 (*brown*) are shown.

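Comparing the calls at both time points gave 140 genes upregulated at p14 and at p17, and 12 downregulated at both. With nOIR p14 mouse S4 included, these became 141 and 12, of which 134 and 12 were shared. Another 62 genes were called upregulated at p14 and not at p17, and 26 downregulated at p14 and not at p17. A single gene, Tlr12, was called in opposite directions, with a log2 fold change of -4.14 at p14 and 2.51 at p17. Among the 140 genes upregulated at both, 9 rose more at p17 by limma's test of the difference between the time points (adjusted p under 0.05 over all genes tested). None rose less at p17 by that test, and 2 had an unadjusted p under 0.05 in that direction. Of the genes labelled in the scatter plot of Fig. 2C, Fam167b had a log2 fold change of 5.77 at p17 (standard error 0.39, adjusted p = 5.57e-12) and Bgn of 3.47 (standard error 0.20, adjusted p = 3.48e-13). The globin genes Hba-a1 and Hbb-bs rose by 3.09 and 3.39, with a wide spread over the OIR p17 mice (807.9 ± 761.4 and 3720 ± 3553 normalized reads, SD, n = 8). Dio3os and Lpar3 fell by 2.64 and 2.93 on the log2 scale (adjusted p = 0.00791 and 0.000777).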

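At p17, limma with Benjamini-Hochberg adjustment called 515 genes upregulated and 47 downregulated in 8 OIR against 6 nOIR mice. Upregulated genes made up 91.6% of these 562 DEG. Regardless of the fold change, 3395 genes had an adjusted p under 0.05, and 2005 of them were higher in OIR mice. The groups did not overlap in 354 of the upregulated and 16 of the downregulated DEG. With a mean of at least 10 normalized reads required, 420 and 28 genes were called. Under a pseudocount of 0.1, the counts were 592 and 77. The authors' deposited table holds 576 upregulated and 46 downregulated DEG at p17, of which 476 and 35 were also called here.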

For OIR p17, 622 DEG were identified compared to respective controls (nOIR p17), 93% (576) of which were upregulated, whereas 7% (46) were downregulated (Figs. 2A, 2B). The genes that were most significantly upregulated on p17 included various types of collagens (*Col1a1*, *Col4a1*), as well as *Apln* (Apelin), *Acta2* (Actin Alpha 2, Smooth Muscle), and *Aurkb* (Aurora Kinase B) amongst others (Fig. 2C), whereas *Card11* (Caspase Recruitment Domain Family Member 11), *Etnppl* (Ethanolamine-Phosphate Phospho-Lyase), and *A33033J07Rik* belonged to the most significantly downregulated genes (Fig. 2C).

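Col4a1, a basement membrane collagen, had 1996 ± 225 normalized reads in nOIR p17 mice (SD, n = 6) and 13532 ± 2953 in OIR p17 mice (SD, n = 8). Its log2 fold change was 2.73 (standard error 0.19, adjusted p = 6.82e-12 from limma with Benjamini-Hochberg adjustment). Col1a1 rose by 4.25 on the log2 scale (standard error 0.44, adjusted p = 2.33e-08), Apln by 4.43 (standard error 0.21, adjusted p = 2.05e-15) and Acta2 by 3.68 (standard error 0.22, adjusted p = 4.29e-13). Aurkb, a kinase of dividing cells, rose from 1.91 ± 3.65 to 94.9 ± 30.2 normalized reads, a log2 fold change of 5.61 (standard error 0.55, adjusted p = 7.71e-09). Among the upregulated DEG ordered by adjusted p, Apln ranked 5, Acta2 12, Col4a1 29, Aurkb 109 and Col1a1 131. The first ranks were held by Ndufa4l2, Mcam and Cd248. Etnppl was lower in OIR p17 than in nOIR p17 mice by 3.17 on the log2 scale (standard error 0.46, adjusted p = 6.85e-06). It had 33.8 normalized reads in nOIR p14, 32.0 in OIR p14, 229.4 in nOIR p17 and 33.8 in OIR p17 mice. Its level was thus higher in the older controls but not in the older OIR mice. A330033J07Rik had a log2 fold change of -3.35 (standard error 0.44, adjusted p = 1.25e-06). Etnppl and A330033J07Rik ranked 7 and 5 among the downregulated DEG. A330033J07Rik had only 15.3 ± 5.32 normalized reads in nOIR p17 mice (SD, n = 6). P2rx2 had the smallest adjusted p of this direction, 9.07e-09. None of the OIR p17 values of Col4a1, Col1a1, Apln, Acta2, Aurkb or A330033J07Rik overlapped those of nOIR p17 (exact permutation test, two-sided, p = 3.33e-04, the smallest that 8 mice against 6 allow).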

GO clusters that were upregulated on p14 and p17 included GO terms related to immunological processes (including neutrophil and granulocyte chemotaxis, leucocyte and mononuclear cell migration, and wound healing), as well as regulation of angiogenesis. In line with the typical OIR phenotype showing angiogenesis at p17 only but not yet at p14, genes associated with processes such as sprouting angiogenesis or fibroblast proliferation were only upregulated on p17, whereas the GO clusters interleukin-1-mediated signaling pathway and natural killer cell proliferation were only upregulated at p14 (Fig. 2D). 

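Gene ontology terms were not tested, since the term lists are not among the files analysed here, so only the genes that Figs. 2E–L label are given. The 5 genes labelled for sprouting angiogenesis are Fgf2, Rhoj, Hmox1, Loxl2 and Esm1. At p14, Esm1 had a log2 fold change of 4.94 (standard error 0.54, adjusted p = 3.76e-07 from limma with Benjamini-Hochberg adjustment). Fgf2 rose by 2.83 and Hmox1 by 2.65 at p14 (adjusted p = 5.07e-08 and 2.77e-06), so that 3 of the 5 were called at that time point. Loxl2, at 1.95, and Rhoj, at 1.06, were below the threshold of 2 with adjusted p of 7.21e-07 and 0.000346. At p17, Esm1 rose by 7.85 (standard error 0.51, adjusted p = 2.41e-12), and Hmox1, Loxl2 and Rhoj by 4.10, 2.31 and 2.28. Fgf2 was at 1.98, just under the threshold. It was called at p17 by edgeR, at 2.07, and by DESeq2, at 2.06. Of the 5 genes labelled for leukocyte migration, 2 were called upregulated at p14 and 4 at p17.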

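Figs. 2E–L label 30 distinct genes in 8 clusters, and each was compared with its age-matched controls at both time points. In 27 of the 30, the log2 fold change was larger at p17 than at p14, with a median difference of 1.14. By limma's test of this difference, 21 rose more at p17 with an adjusted p under 0.05 over the 30 genes, and 11 over all genes tested. The list is the paper's own selection from these mice, so the first count shows no stability. Prss56, Bcl3 and Fgf2 had a smaller log2 fold change at p17. Only Fgf2 passed over the 30 genes in that direction, with a difference of -0.85 (standard error 0.37, adjusted p = 0.0419), and it was also the only one with an unadjusted p under 0.05. Angpt2 rose by 0.88 at p14 and 2.88 at p17 (difference 2.01, standard error 0.22, adjusted p = 1.69e-06 over all genes). For Edn2, the values of 7.44 and 7.64 did not differ (adjusted p = 0.966). Counts of 24 to 28 genes with a larger log2 fold change at p17 were obtained under the alternatives. From the reads of these genes at p14 and p17, the paper states that almost all clusters were more strongly upregulated at p17. Its panels show these reads beside controls of both ages pooled, whereas the log2 fold changes here use age-matched controls.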

For almost all upregulated GO clusters, DEG were more highly upregulated at p17 than at p14 (Figs. 2E–L).

### Comparison of Transcriptional Profiles of Human and Murine RNV

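Deducting the genes called upregulated at p14 from those called upregulated at p17 left 375 RNV DEG, which were 72.8% of the latter. Their median log2 fold change was 0.87 at p14 and 2.45 at p17. At p14, 322 of the 375 had a log2 fold change above 0, and 93 had one with an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. Another 4 were lower in OIR p14 mice with an adjusted p under 0.05, namely Tlr12, Ednra, Higd1b and Ccdc80, named after their values were seen. By limma's test of the difference between the time points, 116 of the 375 rose more at p17 with an adjusted p under 0.05 over all genes tested. Adjusted over the RNV DEG alone, which were chosen on the same mice, 262 did. Among all genes tested, 389 had a higher and 40 a lower log2 fold change at p17 (adjusted p under 0.05 by that test). RNV DEG numbered 294 when a mean of at least 10 normalized reads was required and 459 under a pseudocount of 0.1. With nOIR p14 mouse S4 included there were 374, of which 367 were shared. The authors' deposited table, whose p14 calls include S4, gives 421 genes by the same deduction, and 319 of these were among the 375. Both counts exceed the number of upregulated murine DEG in the paper's comparison with human DEG, and the cause was not tested.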

To identify the effect of retinal ischemia and hypoxia on the murine DEG and factors that are associated with retinal neovascularization, we next deducted the DEG of OIR p14 when compared to nOIR p14 (DEG of “ischemic retina”) from those of OIR p17 samples when compared to nOIR p17 samples (RNV DEG) and matched these RNV DEG to the human RNV data collected previously.^24^ PCA revealed differences between human and murine samples and further indicated a much higher inter-sample heterogeneity in human RNV in PDR compared to OIR retinas (Fig. 3A). 

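The murine part of this comparison was computed on the 26 mice and 27137 genes, and the human samples are not analysed here. Principal component (PC) 1 held 13.54% of the variance, PC2 8.48% and PC3 6.67%. Within each group, the distance of a mouse from its group mean was taken as the measure of heterogeneity. At p17, it was 121.1 ± 9.7 (SD, n = 8) for OIR and 104.6 ± 3.1 (SD, n = 6) for nOIR mice, a ratio of 1.157 (exact permutation test, two-sided, p = 0.0017). Group sizes of 8 and 6 mice alone give a ratio of 1.025. The paper reports different numbers of litters for these groups. The litter of each mouse was not known here, so the test takes littermates as independent and cannot separate litter from treatment. At p14, the distances of 111.5 ± 14.5 and 108.6 ± 6.0 (SD, n = 6 each) did not differ (exact permutation test, two-sided, p = 0.751). The ratio at p17 was lowest, 1.088, under a pseudocount of 0.1.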

Murine OIR samples and human PDR samples did, however, cluster in the same direction while the same was true for their respective controls, highlighting that similar transcriptomic changes can be observed in both species. In human samples, 1316 DEG were upregulated compared to their controls, only 7% (94) of which were also upregulated in the murine RNV DEG (Fig. 3B). With regard to downregulated factors, 566 DEG were found in the human membranes, less than 1% (n = 3) of which were also downregulated in murine RNV DEG. Thus only a small proportion of DEG were phylogenetically conserved between the OIR mouse model and human PDR, indicating that the model only partially reflects human pathology.

**Figure 3.**
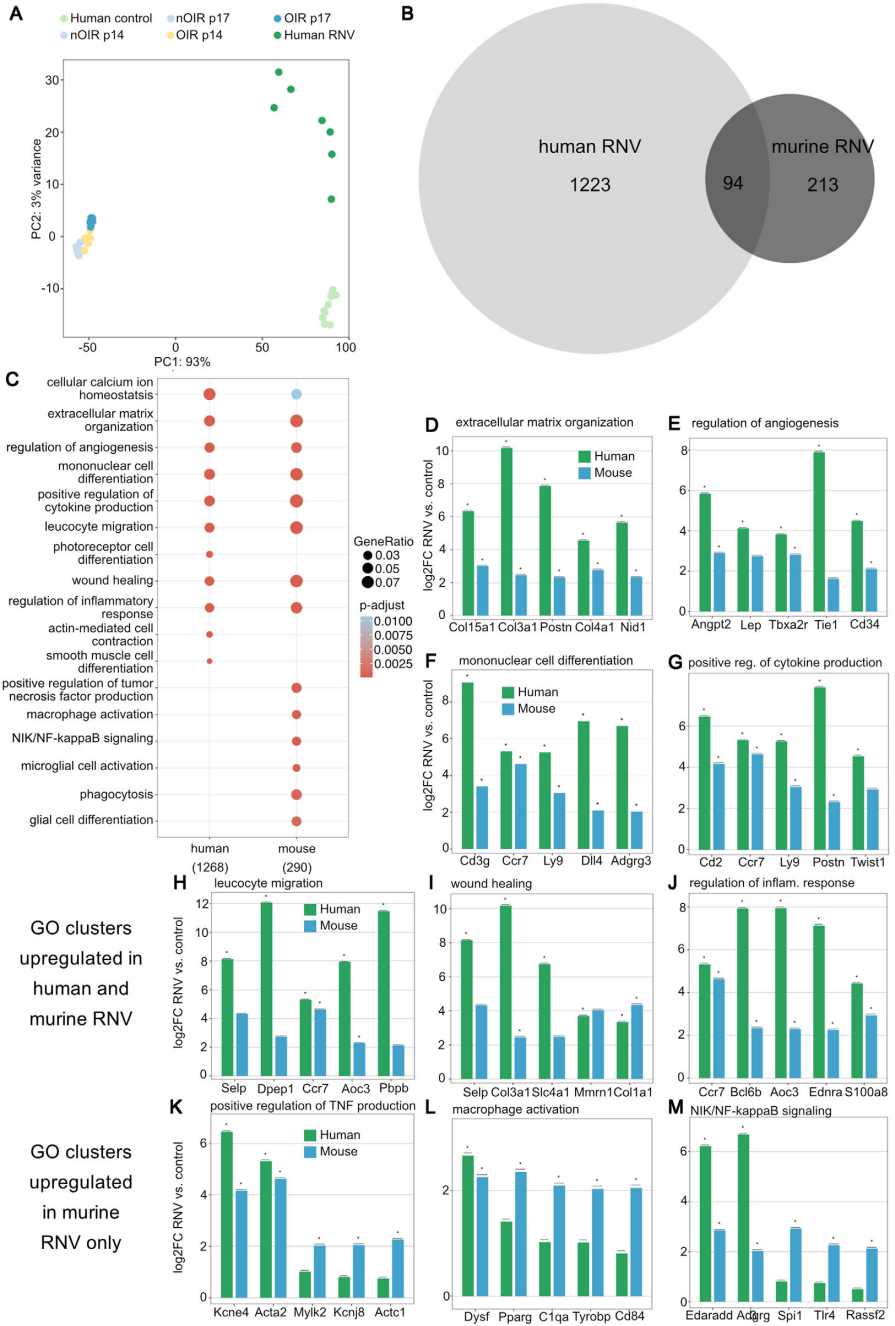
Comparison of transcriptome changes in human and murine retinal neovascularization. (**A**) PCA of human epiretinal gliosis membranes from macular pucker patients (*light green*), human RNV membranes from PDR patients (*dark green*), murine controls (nOIR p14 and nOIR p17, *light blue*), OIR p14 (*yellow*), and OIR p17 (*dark blue*) samples. A clear clustering of the samples from each group can be observed. (**B**) Venn diagram showing DEG that are upregulated in human and murine RNV, as well as those upregulated in both species. (**C**) GO terms upregulated in human and murine RNV reveal that genes involved in angiogenesis as well as immune response are upregulated in both species. The analysis is based on the 1268 human DEG and 290 murine DEG that were included in the GO database. The adjusted *P* value of each GO term is color-coded. The gene ratio describes the ratio of the count to the number of all DEG and is coded by circle size. (**D–J**) The five most highly upregulated DEG within each GO cluster and their logarithmic fold change in RNV versus control for human (*green*) and murine (*blue*) samples are shown. Almost all of these genes are more significantly upregulated in human than in murine samples. (**K–M**) The five most highly upregulated DEG in those pathways that are predominantly activated in murine RNV are presented with their logarithmic fold change in RNV versus control.

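On PC1 of the murine samples, the nOIR mice of both ages lay from -57.1 to -30.5. OIR p14 mice lay from -2.5 to 37.1 and OIR p17 mice from 25.3 to 83.3. All OIR mice were thus apart from all nOIR mice on PC1, while the ranges of OIR p14 and OIR p17 overlapped. On PC2, the OIR p17 mice spanned -67.1 to 101.7. The nOIR p14 mice, from -54.3 to -30.5 on PC1, overlapped with the nOIR p17 mice, from -57.1 to -46.4.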

The GO clusters most significantly upregulated in human RNV included extracellular matrix organization, regulation of angiogenesis, leucocyte migration, wound healing, and regulation of inflammatory response, as previously published.^24^ These GO terms were also upregulated in the OIR model (Fig. 3C). We also investigated the role of the VEGF pathway in human and murine RNV, revealing an enrichment of the pathway in both species, with increasing enrichment scores from OIR p14 (0.302) to OIR p17 (0.411), corresponding to the disease phenotype seen in the OIR model. Similarly, the VEGF pathway was enriched in human PDR membranes (enrichment score = 0.472). 

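Enrichment of the pathway was not recomputed, since its gene set is not among the files analysed here. Vegfa itself had 3767 ± 170 normalized reads in nOIR p14 mice and 6176 ± 1799 in OIR p14 mice (SD, n = 6 each), a log2 fold change of 0.66 (standard error 0.13, adjusted p = 0.00168 from limma with Benjamini-Hochberg adjustment). At p17, it had 3334 ± 104 (SD, n = 6) and 9495 ± 1455 (SD, n = 8) normalized reads, a log2 fold change of 1.49 (standard error 0.13, adjusted p = 4.45e-10). The rise was larger at p17 by 0.83 on the log2 scale (adjusted p = 0.0116 over all genes tested). Kdr, which encodes VEGFR2, had log2 fold changes of -0.10 at p14 and 0.20 at p17 (adjusted p = 0.818 and 0.422).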

The GO terms photoreceptor cell differentiation, actin-mediated cell contraction, and smooth muscle cell differentiation were only upregulated in human, but not in murine samples. Positive regulation of tumor necrosis factor production, NIK/NF-kappaB signaling, microglial cell activation, phagocytosis, and glial cell differentiation, by contrast, were upregulated in murine RNV only (Fig. 3C). 

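Figs. 3D–J label 27 distinct genes, and their murine values are those of OIR p17 against nOIR p17 mice. Of these, Lep, Cd3g, Dpep1 and Ppbp had a mean under 1 normalized read and were not tested, and 12 had a mean under 10. All 23 genes tested were higher in OIR p17 mice, with log2 fold changes from 1.26 to 4.25. Limma with Benjamini-Hochberg adjustment called 17 of them upregulated at p17, and 16 were RNV DEG. By limma's test of the difference, 12 of the 23 rose more at p17 than at p14 with an adjusted p under 0.05 over all genes tested. The paper chose the clusters of these panels partly from these same mice, so the counts are no independent test. Tie1 rose by 1.62 on the log2 scale (standard error 0.13, adjusted p = 3.90e-10), under the threshold of 2. Cd2 and Selp were listed at 0 in every nOIR p17 mouse and had 3.25 ± 4.99 and 3.65 ± 5.42 normalized reads in OIR p17 mice (SD, n = 8). Neither passed, with adjusted p of 0.103 and 0.25. Twist1 (adjusted p = 0.0523) and Slc4a1 (adjusted p = 0.0828) were not called either, while Mmrn1 was called at 2.54 with a standard error of 0.85 (adjusted p = 0.0465). The authors' DESeq2 comparison at p17 gives Mmrn1 an adjusted p of 0.1425.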

Focusing on the top five DEG of each GO cluster enriched in both species, most DEG were more highly upregulated in human than in murine RNV (Figs. 3D–J). For those GO terms that only showed an overall upregulation in murine RNV and not in human RNV, individual genes were nevertheless also upregulated in human RNV, among them *KCNE4* (potassium voltage-gated channel subfamily E regulatory subunit 4), *ACTA2* (actin alpha 2, smooth muscle), *DYSF* (dysferlin), *EDARADD* (EDAR-associated death domain), or *ADGRG3* (adhesion G protein-coupled receptor G3), whereas others, such as *RASSF2* (Ras association domain family member 2), were not (Figs. 3K–N). 

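The genes labelled in Figs. 3K–M number 15, of which all but Mylk2 were tested and 11 were RNV DEG in OIR mice by limma with Benjamini-Hochberg adjustment. The paper took them from pathways activated in these same mice, so that count is no independent test. Kcne4 rose from 14.1 ± 20.6 (SD, n = 6) to 71.7 ± 25.5 (SD, n = 8) normalized reads at p17, a log2 fold change of 3.10 (standard error 0.60, adjusted p = 0.000369). Acta2 was called at p17 and stood at 2.00 at p14 (standard error 0.23, adjusted p = 7.93e-07), at the edge of the threshold. Dysf rose by 2.23 (standard error 0.31, adjusted p = 2.98e-06) and Rassf2 by 2.15 (standard error 0.34, adjusted p = 2.34e-05). The lowest value of Rassf2 under the alternatives was 1.96, under the threshold. For Adgrg3 the log2 fold change was 2.08 (standard error 0.53, adjusted p = 0.00644), and it was under the threshold, at 1.95, after quantile normalization and, at 1.88, with fold changes from arithmetic group means. Edaradd passed narrowly at 2.07 (standard error 0.69, adjusted p = 0.0471) with 9.43 ± 8.23 normalized reads in OIR p17 mice (SD, n = 8). It was not called by edgeR (adjusted p = 0.0514) or when an adjusted p under 0.01 was required. In another alternative its log2 fold change was 1.93, under the threshold. Kcnj8 rose by 0.99 (adjusted p = 0.000168) and Actc1 by 0.52 (adjusted p = 0.235), and neither was called.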

Our results indicate that the molecular overlap between murine and human RNV is relatively small, although similar biological processes are enriched in both species. These findings demonstrate the potential and limitations of OIR experiments as a model for human PDR.

### Identification of Phylogenetically Conserved Mediators Between OIR and PDR Samples

Comparing significantly upregulated genes in human and murine RNV (proliferative DEG at p17 minus ischemic DEG at p14, Fig. 1B) identified 94 phylogenetically conserved mediators of RNV development (Fig. 4A, Supplementary Table S2). These included various collagen types (*COL4A1*, *COL4A2*), cluster of differentiation (CD) molecules *CD34* and *CD52*, *ANGPT2* (angiopoetin 2), *ANGPTL2* (angiopoietin-like 2), *S100A8* (S100 calcium-binding protein A8), *MCAM* (melanoma cell adhesion molecule), *MRC1* (mannose receptor C-type 1), *EDNRA* (endothelin receptor type A), and *CCR7* (C-C motif chemokine receptor 7) (Fig. 4B). 

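The murine side of these 11 genes was tested in the OIR mice, and the human membranes are not analysed here. The paper chose these genes partly by their calls in the same mice, so the counts given here are no independent test. All 11 were higher in OIR p17 than in nOIR p17 mice, with log2 fold changes from 1.87 to 3.26, and none was called upregulated at p14. By limma with Benjamini-Hochberg adjustment, 10 of the 11 were RNV DEG. The exception was Ccr7, which was listed at 0 in every nOIR p17 mouse and had 4.62 ± 4.31 normalized reads in OIR p17 mice (SD, n = 8, adjusted p = 0.0563). Across the alternatives, 8 to 11 of the genes were RNV DEG, and the authors' deposited table gives 9, without S100a8 and Mrc1. Cd34 rose by 2.09 (standard error 0.12, adjusted p = 1.32e-13) and Col4a2 by 2.11 (standard error 0.20, adjusted p = 6.22e-09). Cd52 and Angptl2 rose by 2.49 and 2.52 on the log2 scale at p17, after 1.75 and 1.73 at p14. Mrc1 had a log2 fold change of 3.26 with a standard error of 0.90 (adjusted p = 0.0129), and edgeR and DESeq2 on all groups did not call it. Nor was it called when an adjusted p under 0.01 was required. It was called by DESeq2 on the compared groups only with S4, an alternative chosen after seeing the data. By limma's test of the difference, 6 of the 11 rose more at p17 than at p14 with an adjusted p under 0.05 over all genes tested.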

Most of these genes were not only upregulated compared to ERM membranes but also compared to healthy retinal tissue (Supplementary Fig. S2). Phylogenetically conserved DEG were mostly associated with the GO terms blood vessel development, leucocyte migration, response to wounding, and positive regulation of cytokine production (Fig. 4C). A network analysis of GO terms and associated DEG revealed that *ANGPT2, S100A8, EDNRA, MCAM,* and *CCR7* were key factors involved in these pathophysiologically relevant biological processes (Fig. 4D, in more detail in Supplementary Fig. S3). These conserved factors may represent potential treatment targets for proliferative retinopathies that could be validated in the OIR model and may thus be of special interest for future studies.

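Of these factors, Mcam had 331.4 ± 42.6 (SD, n = 6) normalized reads in nOIR p17 and 2150 ± 214 (SD, n = 8) in OIR p17 mice. Its log2 fold change of 2.70 (standard error 0.12, adjusted p = 5.08e-16 from limma with Benjamini-Hochberg adjustment) ranked 2 among the upregulated DEG. Mcam had already risen by 1.30 at p14 (adjusted p = 3.81e-08). Ednra rose by 2.23 at p17 (standard error 0.17, adjusted p = 1.04e-10), whereas it was lower in OIR p14 mice, by -0.92 (standard error 0.19, adjusted p = 0.00168). Between the time points, its effects differed by 3.15 (adjusted p = 5.20e-09 over all genes tested). S100a8 had 1.03 ± 1.76 (SD, n = 6) and 7.62 ± 6.46 (SD, n = 8) normalized reads at p17 (adjusted p = 0.0138). It was not called by edgeR, after quantile normalization, with a block for mice of the same number or when an adjusted p under 0.01 was required. Its adjusted p in the authors' deposited table is 0.0500. From a network of gene ontology terms and their DEG, the paper names these genes as key factors in the processes of the network.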

**Figure 4.**
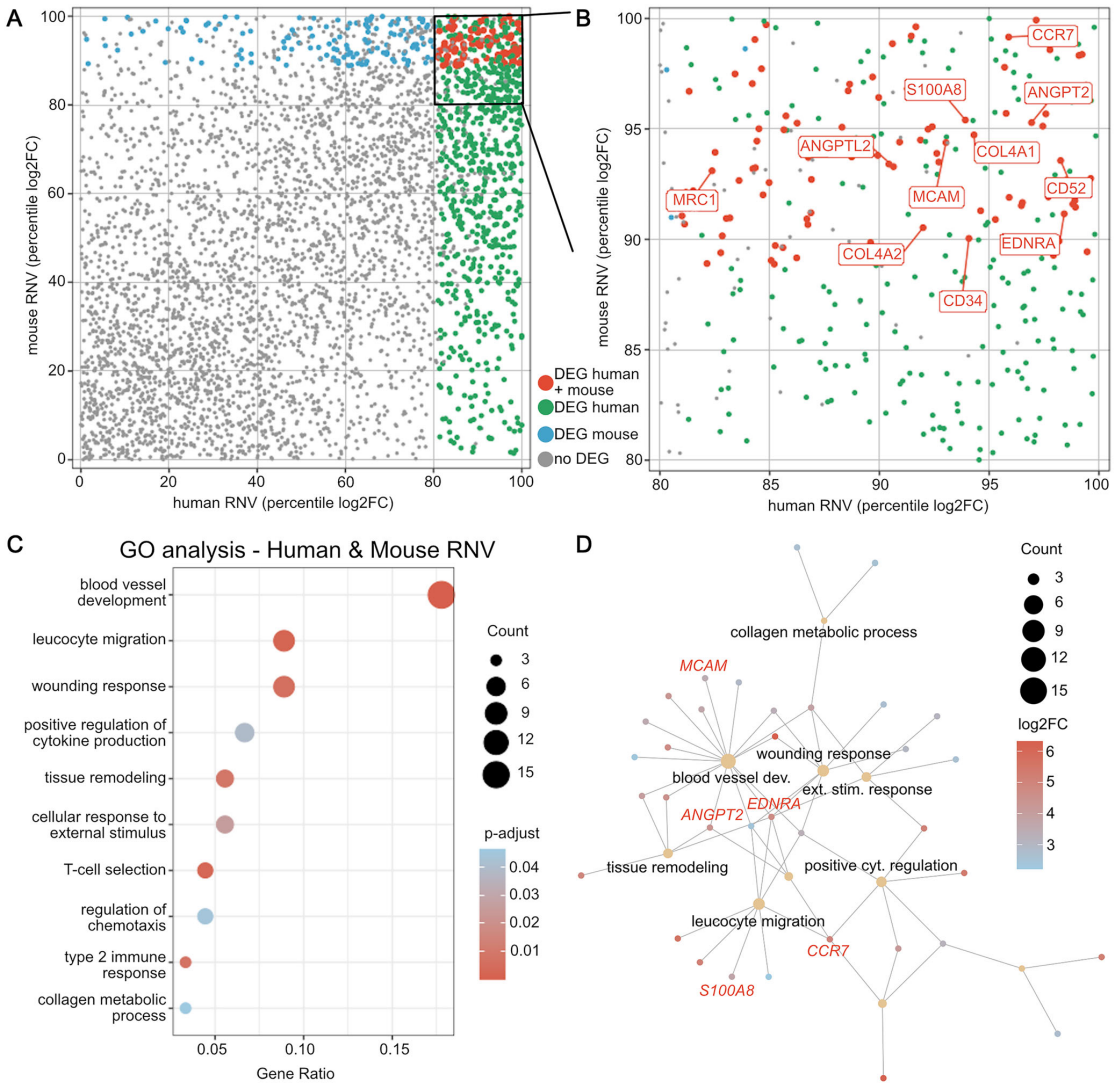
Identification of phylogenetically conserved differentially expressed genes in human and murine retinal neovascularization. (**A**) Overview of RNV according to their percentile logarithm twofold change in human versus mouse RNV. Genes shown in *red* represent DEG in both species, those in *green* are DEG in human samples only and those in blue are DEG in murine samples only. Gray denotes that the gene was not differentially expressed in either species. (**B**) The overlapping DEG above the eightieth percentile are shown in *red*, and some exemplary transcripts are labeled. (**C**) GO clusters that contained the most phylogenetically conserved DEG included blood vessel development, leucocyte migration, and response to wounding. Hereby, circle size encodes the number of associated upregulated DEG, whereas the adjusted *P* values are color coded. The gene ratio on the x axis describes the ratio of the DEG count within each cluster to the number of all phylogenetically conserved DEG. (**D**) Network analysis of GO terms and some associated individual genes that were most significantly upregulated. *Ochre circle* size codes for the number of upregulated DEG in each GO cluster, whereas the color of each gene represents its log2-fold change. Selected DEG mentioned in the main text are highlighted in *red*, while associated GO terms are labeled *black*. The full network analysis including all labels is shown in Supplementary Figure S3.

## Discussion

Even though PRP and anti-VEGF injections have improved outcomes in patients with RNV associated with ischemic retinopathies, it still remain a major cause of blindness worldwide.^35^ Previous studies report that about 30% of patients with PDR do not show a sufficient response to either treatment,^12^ which points to the urgent need for animal models to identify alternative treatment targets. Our study used comparative transcriptomics between murine and human RNV to study how closely the OIR mouse model reflects the changes observed in neovascular membranes in human PDR, and only a comparably small overlap was found. We nevertheless identified phylogenetically conserved factors of RNV formation such as *ANGPT2, S100A8, MCAM, EDNRA, MRC1,* and *CCR7* that warrant further investigation.

The OIR mouse model has been used extensively as a model to study RNV development in vivo.^16^^,^^18^^,^^19^ Because its retinal phenotype of extensive ischemia and subsequent development of neovascular tufts closely resembles the clinical phenotype of human ischemic and proliferative retinopathies (see Fig. 1B), it is frequently used as an animal model to study RNV in ROP, as well as PDR. Our study, however, shows only a comparatively small overlap between human and murine RNV DEG (compare Fig. 3B). Explanations for this discrepancy, other than species-specific factors, could be the age difference between newborn pups and human adults, but also metabolic differences between nondiabetic OIR mice and humans with an underlying metabolic disease that causes generalized microvascular damage.^36^ Although murine diabetes models currently available may mimic these generalized changes, none of these models develop RNV, which limits their application when studying PDR.^20^ Because sample clustering on PCA (Fig. 3A) and upregulated GO clusters (Fig. 3C) hint at a similar direction of transcriptomic changes in both species and due to the lack of other suitable RNV animal models, the OIR mouse model may still represent one of the most useful models to identify and validate new therapeutic targets for human proliferative retinopathies. Based on our results, the OIR model may be particularly useful when investigating pathways related to extracellular matrix organization, regulation of angiogenesis, mononuclear cell differentiation, positive regulation of cytokine production, leucocyte migration, wound healing, and regulation of inflammatory response. In contrast, processes such as tumor necrosis factor production, macrophage activation, NIK/NF-kappaB signaling, and microglial cell activation were less similar between human and mouse.

This seems especially plausible because animal models in general often only poorly reflect changes observed in human disease.^37^^,^^38^ When analyzing genomic responses observed in different animal models and respective human counterparts that they were supposed to mimic, Seok et al.^37^ found a close to random matching between species. Previous work by our group correlating transcriptional changes in human choroidal neovascularization (CNV) because of age-related macular degeneration with murine laser-induced CNV, found that only about 11% of DEG upregulated in humans were also upregulated in the mouse model.^38^ Nevertheless, our previous study identified fibroblast growth factor inducible-14 (FN14) as a novel phylogenetically conserved mediator of CNV, and its inhibition via intravitreal antibody treatment resulted in a significant reduction of CNV size in vivo. While animal models may not resemble the entire complexity of human pathology, they are still valuable to study specific aspects of human disease, as demonstrated in our present and previous studies on RNV in PDR and CNV in age-related macular degeneration. Most importantly, animal models are essential to model the complex environment within organisms and organs, such as the eye including its large diversity of cell types, which in vitro models still fail to accomplish. This complexity is critical to understanding human pathophysiology and establishing novel therapeutic targets.

Our current study not only assessed alterations in the murine transcriptome when RNV had already developed (OIR p17), but also changes seen at a preproliferative stage with widespread ischemia (OIR p14). Our data reveal that, even at a preproliferative stage, an extensive upregulation of factors that promote angiogenesis can be observed (Fig. 2). This suggests that an early inhibition of the release of these factors could mitigate proangiogenic stimuli, which may eventually yield better clinical outcomes. In line with this hypothesis, a large randomized controlled trial found a slightly lower incidence of severe visual loss in patients that received PRP for severe nonproliferative diabetic retinopathy (also referred to as “preproliferative” in the clinical context) than in patients who had already developed PDR.^5^ Novel lasers, which have been developed after that study was performed, may have an even more favorable side effect profile and may thus even strengthen the advantage of treating at the prepoliferative stage.^39^ Taken together, these data may suggest that treatment of the preproliferative rather than the proliferative disease stage may be beneficial in ischemic retinopathies. This advantage could be furthered by specifically targeting some of the factors we identified in this study early, thus avoiding side effects of PRP such as peripheral scotoma.

With regard to specific targets, one of the most upregulated and most strongly phylogenetically conserved genes in our study was *ANGPT2* (Angiopoietin 2). *ANGPT2* is already considered a major factor in choroidal and retinal vascular disease,^40^ and it has been shown that heterozygous *Anpgt2* knockout mice in the OIR model develop significantly less neovascularization.^41^ Recently, Faricimab, a bispecific antibody targeting the ANGPT2, as well as the VEGF pathway, has been introduced.^42^ In a phase 3 trial, it was shown to be effective for the treatment of diabetic macular edema and potentially even to allow for longer dosing intervals than injections that target VEGF only.^43^ It subsequently received FDA approval for diabetic macular edema, as well as for neovascular age-related macular degeneration.^44^ Our results could hint at a potential role for faricimab in the treatment of RNV in proliferative retinopathies, which, to our knowledge, has not been studied in large, randomized controlled trials so far.

In addition to *ANGPT2*, our study reveals a plethora of angiogenic and/or inflammatory factors such as *S100A8*, *MCAM*, *EDNRA*, and *CCR7*, that represent promising candidates for future clinical studies. *S100A8* (S100 calcium binding protein A8) is involved in inflammatory processes such as neutrophil chemotaxis and adhesion. It has been studied as part of immune response,^45^ but has also been investigated as a biomarker in myocardial infarction,^46^ breast cancer,^47^ as well as age-related macular degeneration.^48^ In a transcriptome analysis of peripheral blood neutrophils from patients with type 2 diabetes compared to healthy controls, *S100A8* was among the most significantly upregulated factors in diabetic patients.^49^ With regard to diabetes and the eye, systemic levels of the S100A8 and S100A9 protein strongly correlated with the severity of diabetic retinopathy in patients with type 2 diabetes.^50^ This indicates a role of *S100A8* in the pathogenesis of diabetic retinopathy and its possible usefulness as a prognostic biomarker. Its inhibition as a potential treatment of ischemic retinopathies, however, remains to be elucidated.

*MCAM* (melanoma cell adhesion molecule, also known as CD146) is involved in angiogenesis and inflammation and has been studied extensively.^51^ Even its role in diabetic retinopathy has already been investigated.^52^^,^^53^ In a study using the OIR model, its inhibition led to a reduction in formation of neovascularization via the VEGFR2 (vascular endothelial growth factor receptor 2) pathway, and it was considered a promising treatment target for PDR.^54^ Its effectiveness for the treatment of human RNV remains to be investigated.

*EDNRA* (endothelin receptor type A) is the receptor of endothelin 1, which is a long-acting vasoconstrictor and has already received a lot of attention in various ophthalmic diseases including PDR.^55^ For example, it was found to be more abundant in PDR membranes than in epiretinal gliosis membranes from macular pucker patients.^56^ *EDNRA* itself has been implicated in diabetic kidney disease, where a study found that certain polymorphisms in the *EDNRA* and *EDN1* gene acted protective against the development of the disease.^57^ Studies on the role of *EDNRA* in PDR, however, are still lacking.

*CCR7* (C-C Motif Chemokine Receptor 7), a receptor of cytokines CCL19 and CCL21, is implicated in the homing of T cells in lymph nodes,^58^ and it has mostly been studied with regard to its proangiogenic effect on cancer cells through an increase in VEGF levels.^59^ With regard to the eye, it has so far only been described in dry eye disease,^60^ but has not been linked to diabetic retinopathy yet. These genes may thus all represent promising treatment targets for proliferative retinal diseases and warrant further investigation.

Our study has some limitations. Although whole retinal tissue was analyzed from the mouse, we investigated human preretinal RNV membranes, because the collection of whole retinal tissue from living PDR patients is not feasible and postmortem tissue may be limited by lower sample quality.^48^^,^^61^^,^^62^ We acknowledge that ERM tissue as a control may lead to underestimation of genes associated with processes such as cellular proliferation. To account for a potential influence of retinal tissue in the OIR mouse model, we assessed DEG of the ischemic retina (OIR vs. control at p14) and deducted these genes from the DEG of the ischemic retina with retinal neovascularization (OIR vs. control at p17). We acknowledge the possibility that some retinal genes were differentially expressed at p17, but not at p14. However, the murine RNV DEG were not involved in retina-specific pathways but were almost exclusively enriched in angiogenesis- and immune-related pathways, indicating that the few retina-specific DEG were of minor biological relevance. Our strategy represents the clinically and scientifically most feasible approach to compare human and murine RNV with the highest possible data quality. The primary goal of our study was to assess how closely the nondiabetic OIR model resembles human PDR and for which aspects of human pathophysiology the OIR model is suitable for future functional validation experiments. Importantly, we did not look at the protein level. Our data provides a valuable foundation for future studies to test the therapeutic efficacy of the identified mediators in the OIR model with the potential to translate into pharmacological targets in human clinical trials.

In conclusion, this study shows a significant upregulation of inflammatory and proangiogenic factors at both p14 and p17 in the OIR mouse model. Comparative and unbiased transcriptomics identified only a small overlap of DEG between murine and human RNV membranes, although similar biological processes were enriched in both settings. These findings demonstrate the potential and limitations of the OIR mouse as a model for human RNV in PDR. The interspecies molecular comparison identified 94 phylogenetically conserved mediators of RNV, including *ANGPT2, S100A8, MCAM, EDNRA,* and *CCR7*. These potential therapeutic targets could be validated in future studies using the OIR model, potentially leading to new or repurposed therapies for human proliferative retinal diseases.

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

Supplement 4

# Supplementary material for: Transcriptional Comparison of Human and Murine Retinal Neovascularization
**Source:** Invest Ophthalmol Vis Sci. 2023 Dec 28;64(15):46. doi: 10.1167/iovs.64.15.46
**Supplement:** Supplement 1

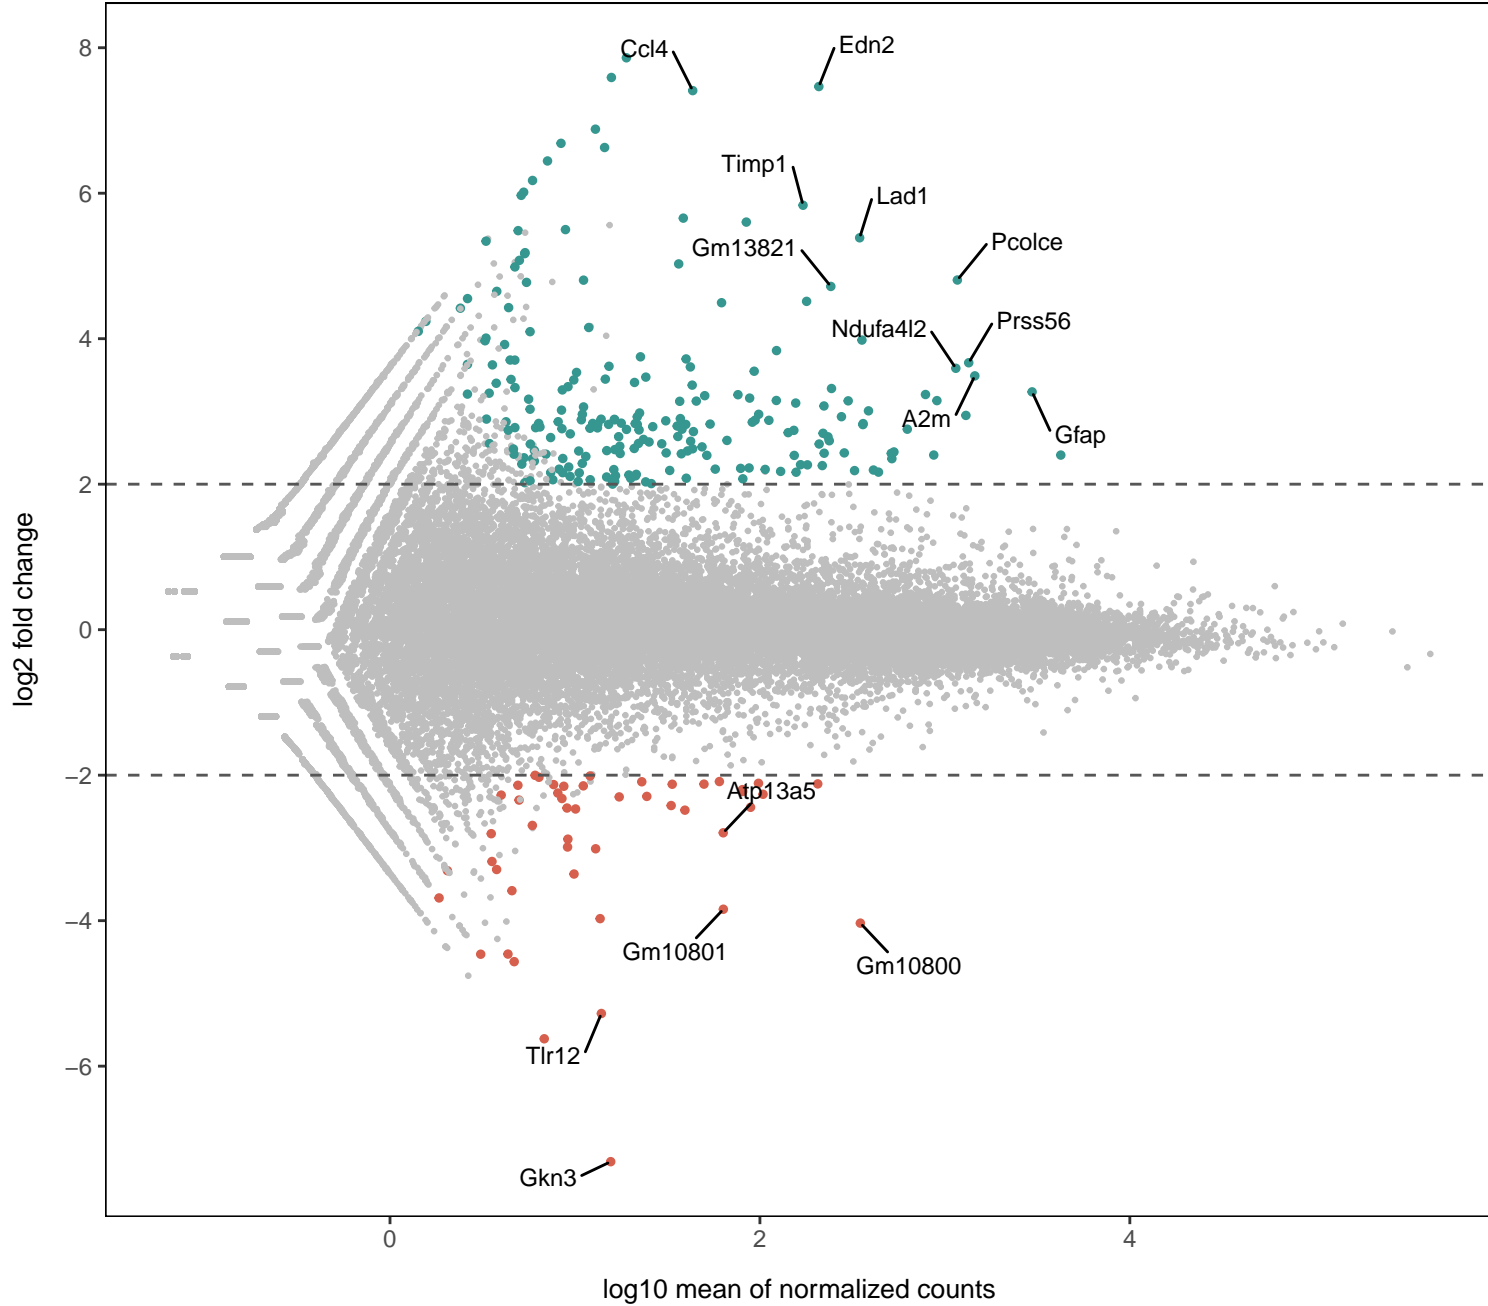

**Suppl. Figure 1: Differentially expressed genes at OIR p14.** Scatter plot showing the logarithm of normalized mean reads versus log2 fold change at OIR p14. Upregulated DEG are shown in turquoise, while downregulated ones are shown in red. The 10 most highly expressed and upregulated as well as the 5 most highly expressed and downregulated DEG are annotated.

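Of the 9 genes that Suppl. Figure 1 labels beyond those named in the text, 6 lie on its upregulated and 3 on its downregulated side. Lad1 had the largest log2 fold change of the former at p14, 5.40 (standard error 0.55, adjusted p = 1.25e-07 from limma with Benjamini-Hochberg adjustment). Beside Ndufa4l2, the others were Pcolce at 4.63, Gm13821 at 4.61, Prss56 at 3.60 and A2m at 3.43. Tlr12 fell from 28.3 ± 16.7 to 0.641 ± 1.21 normalized reads (SD, n = 6 each, adjusted p = 5.97e-05). Gm10800 had 718.1 ± 1402 normalized reads in nOIR p14 and 37.6 ± 24.2 in OIR p14 mice (SD, n = 6 each) and was not called (log2 fold change -2.51, standard error 1.11, adjusted p = 0.226). Its nOIR p14 mean rests mostly on mouse S5, at 3571.8, while the other nOIR p14 mice compared had 15.1 to 317.1. Gm10801 was not called either (log2 fold change -2.55, standard error 1.06, adjusted p = 0.19). Both were called by edgeR and by DESeq2. H2-Ab1, Cck and Ramp1 were chosen by their adjusted p, and had log2 fold changes of 2.93, -2.19 and -2.18 at p14 (adjusted p = 7.97e-11, 5.79e-07 and 1.55e-06).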

# Supplementary material for: Transcriptional Comparison of Human and Murine Retinal Neovascularization
**Source:** Invest Ophthalmol Vis Sci. 2023 Dec 28;64(15):46. doi: 10.1167/iovs.64.15.46
**Supplement:** Supplement 2

CD52

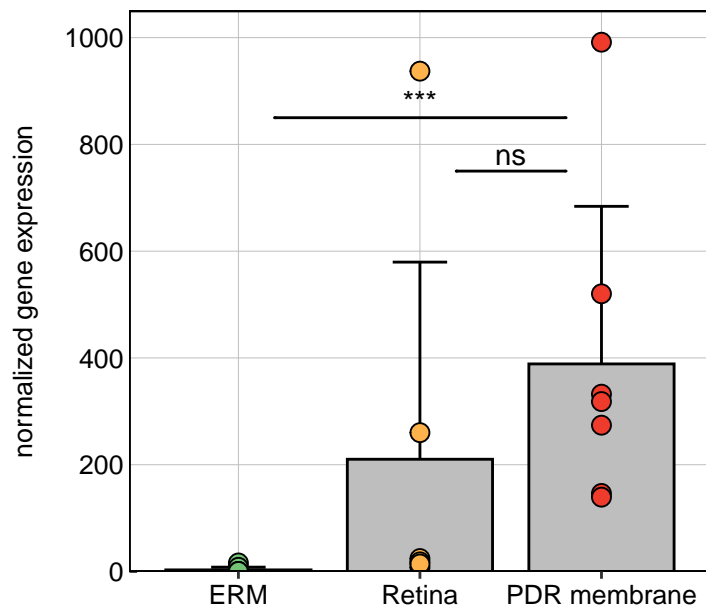

S100A8

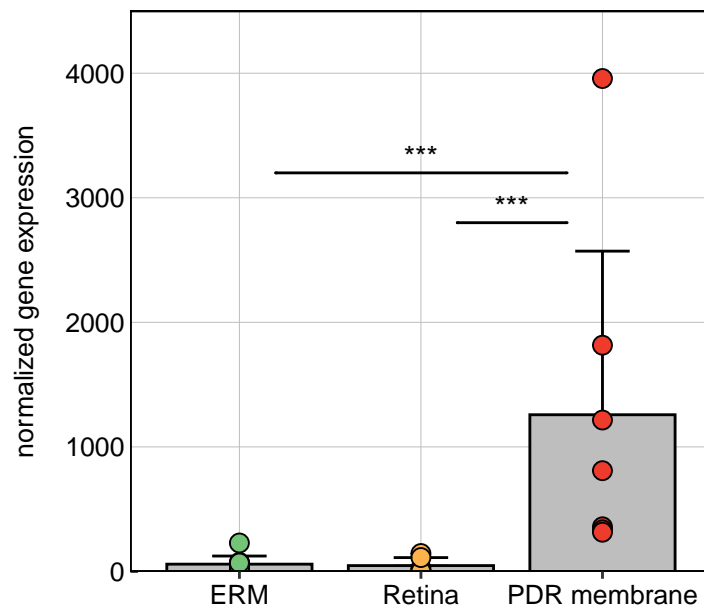

CD34

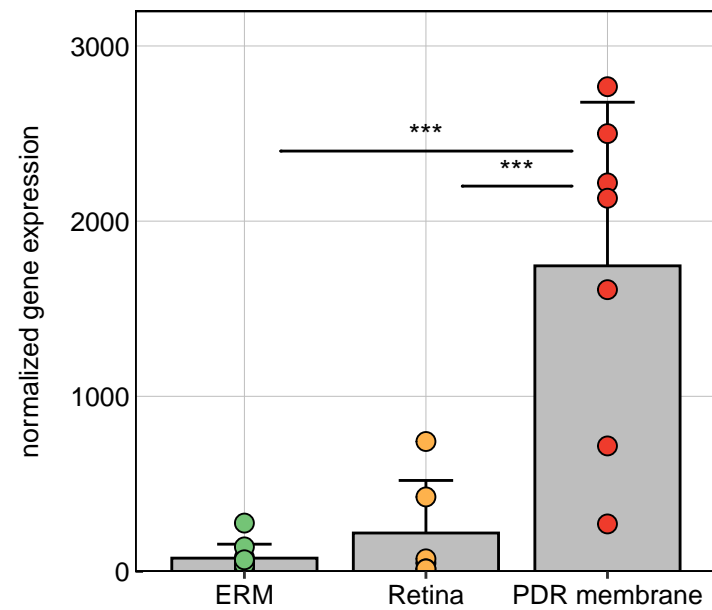

EDNRA

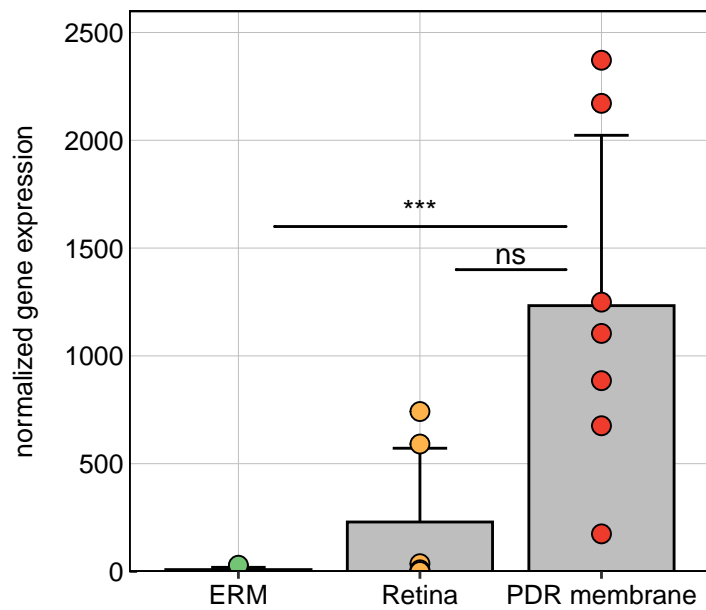

ANGPT2

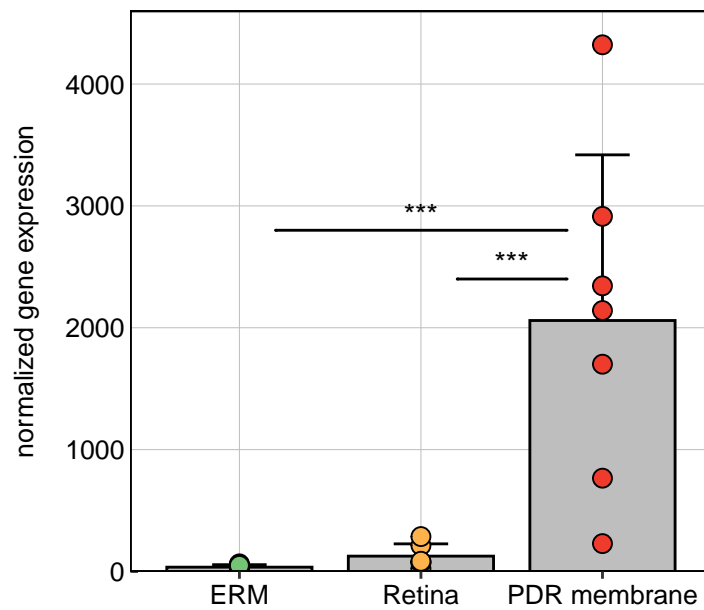

ANGPTL2

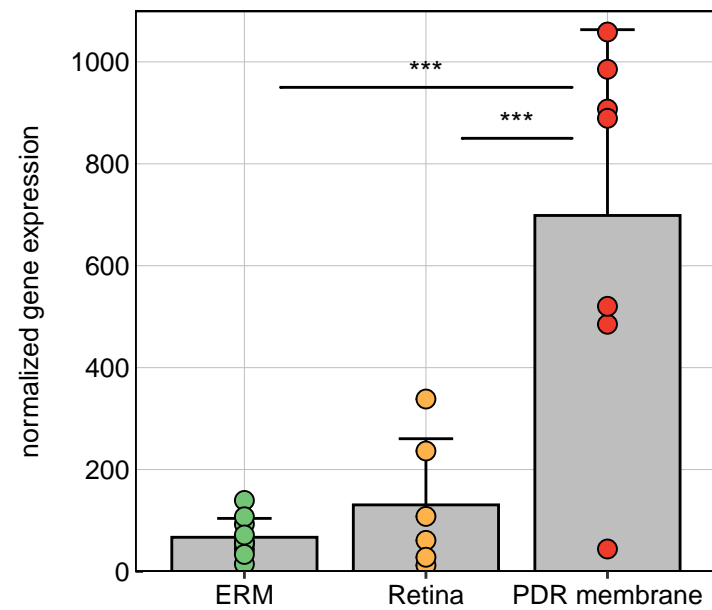

MRC1

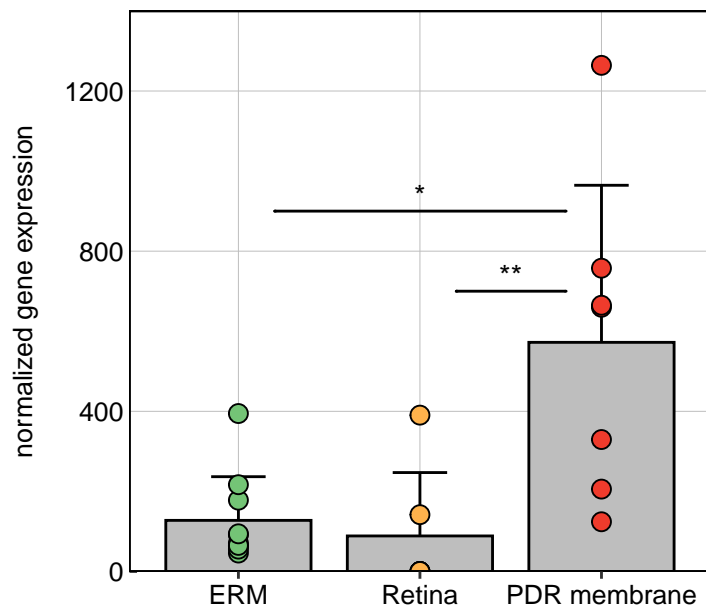

MCAM

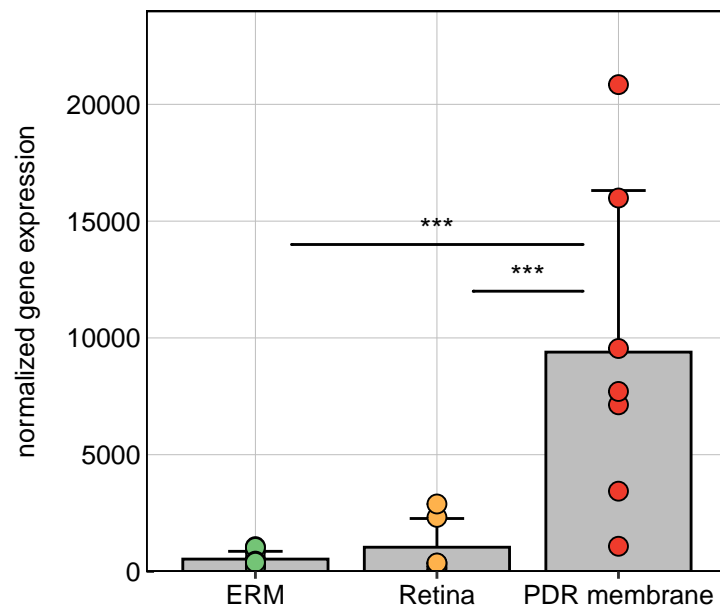

COL4A1

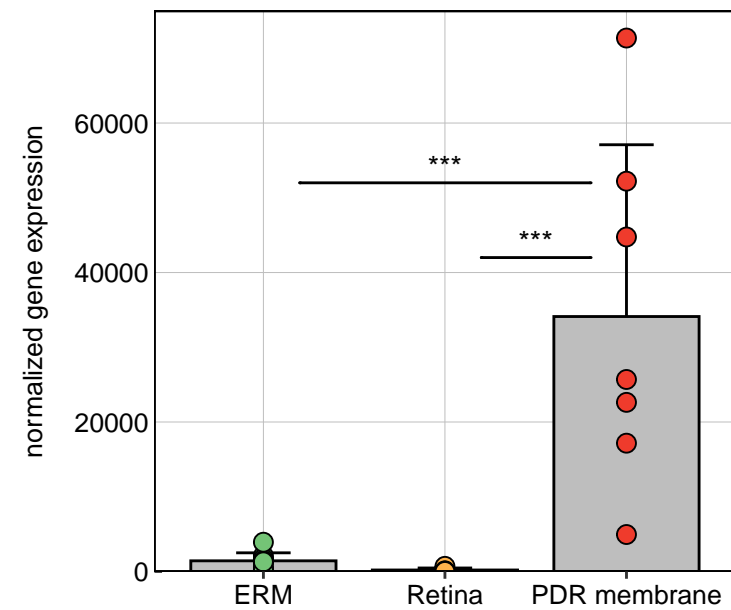

COL4A2

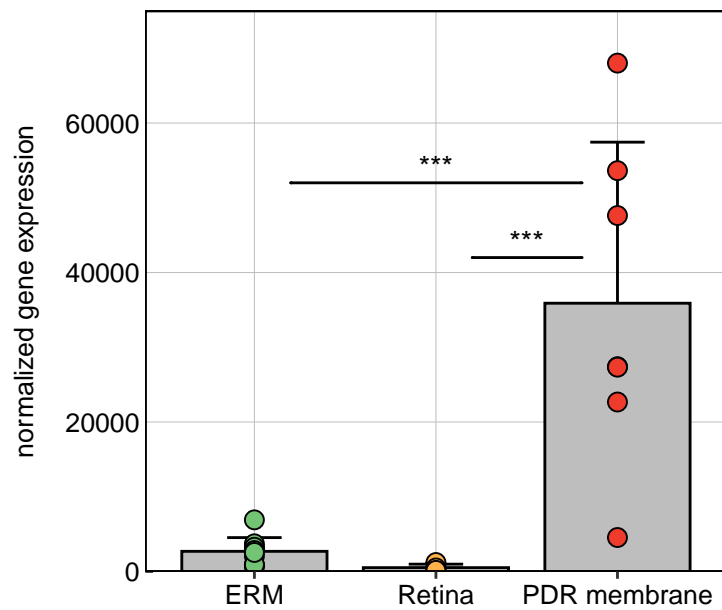

CCR7

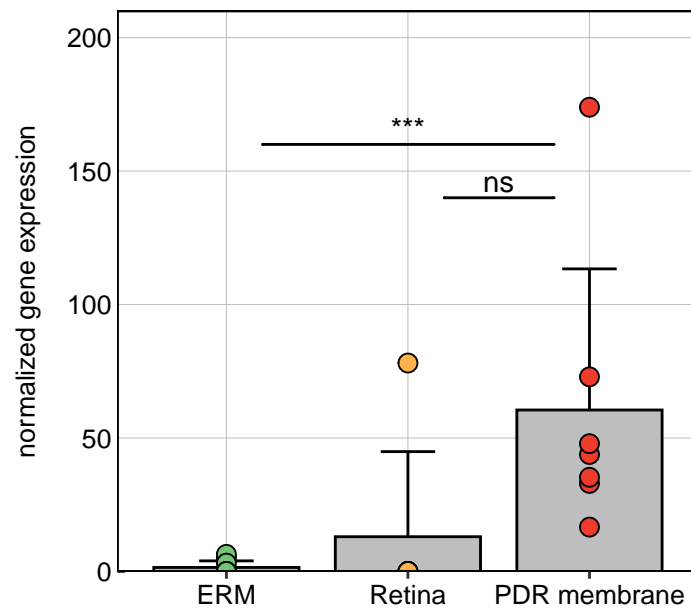

**Suppl. Figure 2: Phylogenetically conserved key mediators of RNV are not only upregulated compared to epiretinal membranes, but also compared to healthy retinal tissue.** Bar graphs showing normalized gene expression. Each point is one sample.

# Supplementary material for: Transcriptional Comparison of Human and Murine Retinal Neovascularization
**Source:** Invest Ophthalmol Vis Sci. 2023 Dec 28;64(15):46. doi: 10.1167/iovs.64.15.46
**Supplement:** Supplement 3

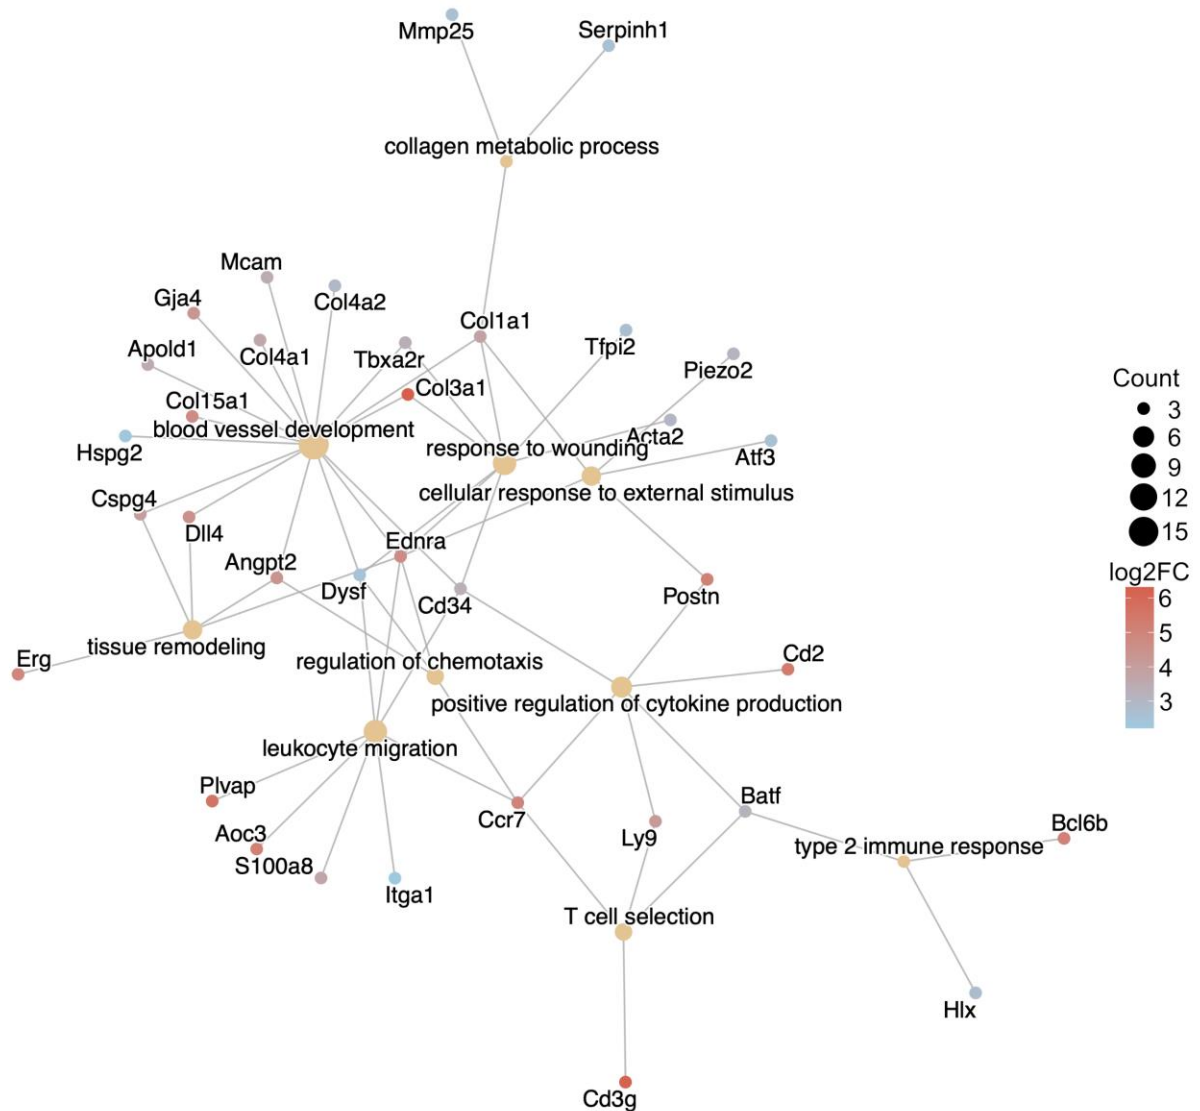

**Suppl. Figure 3: Full network analysis of gene ontology (GO) clusters and associated differentially expressed genes (DEG) most significantly upregulated.**

Circle size (ocher circles) codes for the number of upregulated DEG in each GO cluster, while the color of each gene (other circles) represents the respective log2 fold change (log2FC).

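The network labels 35 genes, and their murine effect was computed from OIR p17 against nOIR p17 mice. A mean of at least 1 normalized read was reached by 34 of them, all but Cd3g. Limma with Benjamini-Hochberg adjustment called 31 upregulated at p17, and 29 were RNV DEG. The lowest log2 fold change among the 34 was 1.31 and the highest 4.25. Itga1, at 1.97 (standard error 0.19, adjusted p = 7.37e-09), was just under the threshold. By limma's test of the difference, 22 of the 34 rose more at p17 than at p14 with an adjusted p under 0.05 over all genes tested. The paper drew the network partly from DEG of these same mice, so the counts are no independent test.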

How the deposited data were processed for this re-analysis (not part of the article)

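Whole retinas of OIR mice and untreated nOIR mice at p14 and p17 were sequenced by the authors, one library per mouse. The authors mapped reads with RNA STAR, counted them on genes with featureCounts, removed genes at 0 in all samples and deposited a signal of normalized reads, which are counts divided by one DESeq2 size factor per mouse. The same deposited table holds the authors' group means of this signal, the log2 fold changes of the authors' DESeq2 comparisons of OIR with nOIR mice of the same age, and p-values that the authors adjusted by the Benjamini-Hochberg method before they were deposited. Human samples, gene ontology terms and pathway gene sets were not analysed here.

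The table lists 40129 genes in 27 mice, of which 164 genes were at 0 in every mouse. Each mouse's values were whole multiples of one step, so whole reads were recovered from 100% of the values. Recovered totals ranged from 17029536 to 33593428 reads per mouse, and between 25529 and 27719 genes were above 0 in a mouse. PCR copies were not removed, so these totals are reads and not independent molecules. No pair of mice of the same group was a copy of the other, since their recovered reads differed by at least 9.39 times the sampling noise (chi-square per degree of freedom, genes with at least 20 reads in the pair).

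Samples were grouped by treatment and age. The litter of each mouse was not known, so litter was not modelled and all tests take mice as independent. As the paper states, nOIR p14 mouse S4 was left out, which left 26 mice, and the counts of DEG, the values of single genes and the spread were also computed with it. A pseudocount of 1 was added before the log2 scale, and genes with a mean of at least 1 normalized read were tested. Limma 3.58.1 (lmFit, and eBayes with a trend) in R 4.3.3 was fitted to the 4 groups at once, and p-values were adjusted by the Benjamini-Hochberg method over the 27137 genes tested. DEG had an adjusted p under 0.05 and a log2 fold change above 2 or below -2. RNV DEG were those called upregulated at p17 and not at p14. The difference between the effects at p17 and p14 was tested as a contrast in the same fit. For single genes, an exact permutation test (two-sided, difference of means on the log2 scale) was run in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. Principal components were computed from the same log2 values, centred by gene.

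Genes named in the text are those the paper names for the mouse or labels in a mouse panel. Added to these are, at each time point and in each direction, the 3 DEG with the smallest adjusted p among those with a mean of at least 10 normalized reads whose OIR mice all lay on one side of all controls. Not every such gene is given in the text. Alternatives were a pseudocount of 0.1, all genes above 0, a mean of at least 10, fold changes from arithmetic group means, inclusion of S4, a fit on the compared groups only, a block for mice of the same number, rescaling of each mouse to the same total, quantile normalization, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered whole reads, an adjusted p under 0.01, log2 Xist as a covariate, and leaving out each mouse in turn. Another 3 alternatives were added after the data were seen, namely DESeq2 with S4, DESeq2 with S4 on the compared groups only, and log2 Cryaa as a covariate. Limma was tested on simulated data with 200 genes changed at p14 by 3 on the log2 scale. It recovered 98.5% of them with 2 false calls, and made 0 calls on simulated data without a change. The changed genes were drawn only from genes with more reads, and their change lay well past the threshold of 2. The simulation therefore does not show how well genes with few reads or near the threshold are recovered. For the tests that were chosen after the result was seen, the limits that decide each one were written down only after the test had first been run.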

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

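The thresholds, the alternatives described with the processing other than the 3 added later, and the tests of lens tissue, blood, sex, control age, the fold-change threshold and other splits of the p14 and p17 mice were set before the data were examined. The other tests in this part were chosen only after the result was seen, and the limits that decide them were recorded after they had first been run.

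In 26 of 263 groups of mice, taken over 67 named genes, 1 mouse lay far from the others of its group. About 13.2 are expected by chance, at 1 in 20. Far values in OIR p14 mice were 112.0 normalized reads of Cck in S5, and in S2 181.4 of Lad1, 676.4 of Actc1, 676.4 of Fgf2 and 0 of Kcne4. S6 had 378.9 of Prss56, S3 had 18.15 of Esm1, and S1 had 4.553 of both S100a8 and Slc4a1. In OIR p17 mice they were 2164 of Gfap in S1, 7585 of Col4a1 in S4, and 13.6 of Mrc1 and 662.8 of Actc1 in S2. For nOIR p14, S1 had 52.4 of Pcolce, 2719 of Col4a2 and 1.78 of Selp, S3 had 482.6 of Apln, and S6 had 2.035 of Cd2. For nOIR p17, S5 had 3.71 of Lad1, 424.0 of Prss56, 9.28 of Aurkb and 5.57 of Slc4a1. S1 had 86.5 of A2m, S3 had 57.6 of Angptl2 and 0 of Adgrg3, and S2 had 5.67 of Mmrn1.

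The number of 26 is above the 13.2 expected by chance but not above 2 times it, the limit of this test. That limit was recorded after the test had first been run. The number also lies so close to the limit that a single named gene more or less decides the outcome, and genes of one mouse are not independent. The test therefore cannot decide whether chance accounts for the far values. Few reads are a possible explanation for the values near 0, yet 18 of 214 groups with a mean of at least 10 normalized reads, or 8.4%, also held a far mouse. Groups with a mean under 10 held one more often, in 8 of 49, so few reads may account for part of the values. Low depth of a mouse was tested by the share of far values in OIR p17 mouse S1, which had the fewest reads, and it held 1 of the 26. The most in one mouse were 4, in OIR p14 S2 and in nOIR p17 S5. No biological explanation was tested. The paper reports pups of both sexes, different litters, and samples of single or pooled retinas. None of these was compared with the far values.

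For 23 of the 67 named genes, the effect of OIR differed between p17 and p14 by limma's test of the difference (adjusted p under 0.05 over all genes tested). The log2 fold change was higher at p17 for 21 of them. On the log2 scale, the differences were 6.64 for Tlr12, 4.37 for Kcne4, 4.00 for Fam167b, 3.34 for Hbb-bs, 3.15 for Ednra, 3.13 for Cd248, 3.06 for Bgn, 2.91 for Esm1, 2.85 for Apln and 2.70 for Kcnj8. They were 2.07 for Tie1, 2.01 for Angpt2, 1.79 for Col4a1, 1.70 for Cd34, 1.68 for Acta2 and for Itga1, 1.59 for Col4a2, 1.40 for Mcam, 1.28 for Ndufa4l2, 1.22 for Rhoj and 0.83 for Vegfa. Etnppl and A330033J07Rik, which were downregulated at p17 only, had differences of -3.09 and -3.53. Tlr12, Ednra and Kcnj8 were lower at p14 and higher at p17, with an adjusted p under 0.05 at both.

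The authors' normalization was tested as an explanation, and 23 of the 23 genes still differed after rescaling each mouse to the same total and after quantile normalization. Few reads were tested by the mean over all mice compared, which was at least 10 normalized reads in 22 of the 23 genes, all but A330033J07Rik. That mean cannot exclude few reads in a single group, so the test does not decide this for every gene. Fam167b and Esm1 had means of 0.732 and 2.452 in nOIR p17 mice, and Tlr12 of 0.641 in OIR p14 mice. Over all alternatives, the log2 fold change at p17 ranged from 5.61 to 8.13 for Fam167b and from 7.37 to 9.64 for Esm1. By contrast, Col4a1 and Vegfa had means of at least 1995.9 and 3333.7 in every group. An age difference of the controls was tested by comparing nOIR p17 with nOIR p14 mice, and 2 of the 23 differed there, Etnppl (2.81, adjusted p = 0.00416) and Fam167b (-1.81, adjusted p = 0.05, just under it before rounding). Still, the controls were lower at p17 in 19 of the 21 genes with a higher log2 fold change at p17, whatever the adjusted p. The age of the controls may thus contribute to these differences, beside the stage of the disease, which remains a hypothesis found and tested on the same mice.

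Lens genes were high in mice that the paper kept. Cryaa was above its value in nOIR p14 mouse S4 in 4 mice, at 6771 normalized reads in nOIR p14 S5, 12404 in OIR p17 S2, 7456 in OIR p17 S7 and 8876 in OIR p17 S8. If lens tissue was in these samples, lens genes of different families would rise together in single mice. Over the 27 mice, the median Spearman correlation between 14 lens genes was 0.93, with a lowest value of 0.52. Lens tissue in the sample is therefore a candidate explanation that the data leave standing, and the correlation does not tell it apart from expression of these genes in the retina. None of the 15 lens genes listed was a DEG at either time point, and the only one with an adjusted p under 0.05 was Cryab at p17 (log2 fold change 0.86, adjusted p = 0.0401). With log2 Cryaa as a covariate, chosen after seeing the data, 205 genes were upregulated at p14 and 507 at p17.

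Genes of the cell cycle, of which the paper names Aurkb at p17, were already higher at p14. Of a list of 10 drawn up here, 8 had an adjusted p under 0.05 at p14, with a median log2 fold change of 2.07, and 10 had one at p17, with a median of 3.66. The authors' normalization was tested by quantile normalization, under which the median at p14 was 1.98. Division of cells before new vessels form may contribute, but no other technical explanation was tested for this list, and the cells that divide cannot be named from whole retinas.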

How the results depend on the processing

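Alternatives chosen after the data were seen are named as such here. Upregulated DEG kept their number within 1.5 times under every alternative, from 151 to 222 at p14 and from 420 to 592 at p17. RNV DEG ranged from 294 to 459, genes upregulated at both time points from 115 to 161, genes of Figs. 2E–L with a higher log2 fold change at p17 from 24 to 28, and conserved genes called RNV DEG from 8 to 11. That highest number came from DESeq2 on the compared groups with S4, chosen after seeing the data, and from the fits without OIR p17 mouse S2 or S7. Of the 515 genes upregulated at p17, DESeq2 shared 475, edgeR 459 and quantile normalization 452.

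Downregulated DEG depended more on the processing, and the cause was not tested. At p14 there were 22 with an adjusted p under 0.01 and 23 with a mean of at least 10 normalized reads, in place of 38. At p17 there were 77 under a pseudocount of 0.1 and 28 with a mean of at least 10, in place of 47. Genes downregulated at both time points fell from 12 to 7 with fold changes from arithmetic group means. Genes with a higher log2 fold change at p17 by limma's test numbered 389. They became 209 with an adjusted p under 0.01, 255 with a block for mice of the same number, and 577 with DESeq2. With DESeq2 including S4, an alternative chosen after seeing the data, they numbered 616. The block has no basis in the values, since mice of the same number correlated at -0.03 at p14 and 0.01 at p17.

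The spread of OIR over nOIR mice at p14, 1.027, reversed to 0.979 with the 500 most variable genes and to 0.991 with S4, and differed from 1 in none of these tests. At p17 the ratio stayed between 1.088 and 1.159.

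Across the 26 fits that each left out one mouse, 182 to 218 genes were upregulated and 29 to 46 downregulated at p14. At p17, the fits gave 496 to 538 and 44 to 54 genes. RNV DEG ranged from 359 to 398, genes upregulated at both from 124 to 144, and genes downregulated at both from 9 to 13. Genes with a higher log2 fold change at p17 by limma's test ranged from 317 to 444. Genes of Figs. 2E–L ranged from 26 to 27 and conserved genes from 9 to 11.

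Of 78 values of single genes, 62 stayed on their side of the DEG thresholds under every alternative that could test them and none reversed. The fits that left out each mouse in turn are not part of these counts for single genes. Over all 1237 pairs of value and alternative, 33 lost and 41 gained a call. Low reads limit part of the results, since 85 of the 375 RNV DEG had a mean under 10 normalized reads.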

Differences from the paper's values

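Every count and percentage of DEG that the paper states for the mouse at p14, at p17 or at both was within 1.5 times the value obtained here. Log2 fold changes of the mouse in Figs. 3F–M were read by eye, and 9 of them differed by more than the standard error.

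For Ccr7, the paper's bar is at about 4.6 in Fig. 3F, read by eye, against 1.87 here. DESeq2 (4.63) closed this gap. A pseudocount of 0.1 (3.83) closed it only in that the bar lay within the standard error, since 3.83 is still below the bar. The other alternatives set before the data were examined did not close it. Over all alternatives, the value for Ccr7 ranged from 1.74 to 5.27. Ccr7, Cd2 and Selp were at 0 in all 6 nOIR p17 mice, so their values here are bounded by the pseudocount of 1 and depend on it. The paper's bar for Cd2 is at about 4.2 in Fig. 3G, read by eye, against 1.31, and that for Selp at about 4.3 in Fig. 3H, read by eye, against 1.26. Only DESeq2 closed these, at 4.13 for Cd2. For S100a8, at about 2.9 in Fig. 3J, read by eye, against 2.03, edgeR (2.79) and DESeq2 (2.91) did. For Edaradd, at about 2.8 in Fig. 3M, read by eye, against 2.07, arithmetic group means (2.18), the block for mice of the same number (2.49), edgeR (2.74) and DESeq2 (2.85) did. A pseudocount of 0.1 gave 3.79 for both S100a8 and Edaradd, which lies within its larger standard errors (1.20 and 1.21) but is farther from the bars.

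In Fig. 3K, the paper's bar for Kcne4 is at about 4.2 in Fig. 3K, read by eye, against 3.10, and only with a pseudocount of 0.1 (3.37) did the bar lie within the standard error, which was then larger (0.86). That for Acta2 is at about 4.6 in Fig. 3K, read by eye, against 3.68, that for Kcnj8 at about 2.0 in Fig. 3K, read by eye, against 0.99, and that for Actc1 at about 2.3 in Fig. 3K, read by eye, against 0.52. None of the alternatives set before the data were examined closed these 3 gaps.

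The paper labels Gm10800 and Gm10801 among downregulated DEG in Suppl. Figure 1, whereas neither was called here (adjusted p = 0.226 and 0.19). They were called by edgeR and by DESeq2, and by DESeq2 with S4, which was chosen after seeing the values. The paper counts Ccr7 among the conserved RNV genes, and here its adjusted p was 0.0563. It was called by edgeR, by DESeq2, and by both DESeq2 fits with S4, chosen after seeing the values. Fig. 2E labels Itga1 and Figs. 2G and 2J label Fgf2 among upregulated DEG, and here their log2 fold changes at p17 were 1.97 and 1.98. Fn1, a gene of the extracellular matrix cluster, was at 2.00, just under the threshold before rounding. All 3 were called with edgeR, DESeq2, rescaling to the same total, arithmetic group means and the block, Fgf2 and Fn1 also after quantile normalization, Itga1 and Fn1 also with log2 Cryaa as a covariate, chosen after seeing the values, and Fn1 also with log2 Xist as a covariate. S100a8 and Mrc1, which the paper also counts as conserved, were called here, while their adjusted p in the authors' deposited table are 0.0500 (above 0.05 before rounding) and 0.115. Fig. 3G marks Cd2 as a DEG, which was called here only by edgeR (4.80, adjusted p = 0.0494). Sprouting angiogenesis is described as upregulated at p17 only, while 3 of its 5 labelled genes were called at p14 here. The same 3 genes, Esm1, Fgf2 and Hmox1, are DEG at p14 in the authors' deposited table too. The paper's statement rests on enrichment of gene ontology terms, which was not tested here, so these calls do not decide it.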

Other observations

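In this part, only the tests of the p14 and p17 counts against other splits, of sex, of the fold-change threshold, of control age and of blood were not chosen after the result was seen. Among 32 splits of the p14 mice that part every pair of the same number, 1, the real one, gave as many as 240 DEG, and the next highest gave 60. Among 64 such splits at p17, 1 gave as many as 562, and the next highest 272. Splits drawn without this restriction gave at most 60 at p14 and 196 at p17 in 50 draws each. As many as 375 RNV DEG came from 1 of the same 64 splits, with 138 the next highest, but this mostly repeats the test of the p17 counts, since few genes are called at p17 in the other splits. When the p14 mice were split instead, the other splits gave more RNV DEG, from 475 to 513, as fewer genes were deducted. Neither family tests the deduction itself. For genes with a higher log2 fold change at p17 by limma's test, 1 of 100 splits by time point gave as many as 389. For Figs. 2E–L, 11 of these 100 splits gave 27 or more of the 30 genes, so that count alone could arise from the grouping of the mice.

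An imbalance of sex between groups was tested with log2 Xist as a covariate, under which 98.0% of the calls at p14 and p17 were shared, and neither Xist nor a Y-linked gene was called. RNV DEG could be genes that rise at p14 too but miss the fold-change threshold. This holds for 24.8% of them, those higher at p14 with an adjusted p under 0.05. They could also reflect a lower level in older controls, but 1.33% were lower in nOIR p17 than in nOIR p14 mice with an adjusted p under 0.05, namely Tpx2, Fam167b, Serpinh1, Ccn3 and Cysltr1, named after their values were seen. Without regard to p, 321 of the 375 were lower in the older controls. At p14, 156 of the 375 had a log2 fold change of 1 to 2, whatever the adjusted p. Neither explanation passed its limit, but both a rise at p14 below the threshold and a small shift of the controls may contribute to many RNV DEG.

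The calls in the authors' deposited table include nOIR p14 mouse S4, which the paper describes as excluded. With DESeq2 on all 27 mice, chosen after seeing the data, 885 calls were made and 885 were shared with the authors' deposited table. Without S4, DESeq2 made 886 calls, of which 846 were shared. With S4, the calls numbered 263 at p14 and 622 at p17, which are the numbers of DEG that the paper prints. Without S4, they numbered 265 and 621. The printed numbers thus match the fit that includes S4. The log2 fold changes of DESeq2 with S4 were within 1.90e-04 of the authors' deposited table at p14 and 2.66e-04 at p17. In the table, 164 genes were at 0 in all 27 mice, although genes at 0 in all samples were removed. A further sample present at that step could explain this, since between 86 and 421 genes were found in a single mouse only, and 164 lies in that range. The test does not show that there was one.

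Globin genes rose in OIR p17 mice, and blood left in the retina is a candidate explanation. Over the 8 OIR p17 mice, the mean log2 of 4 globin genes correlated with the endothelial list at r = 0.41 (exact permutation p = 0.323) and Spearman's rho = 0.31 (exact permutation p = 0.462). With Alas2, another red cell gene, r was 0.67 (exact permutation p = 0.0714) and rho 0.69 (exact permutation p = 0.0694). With Slc4a1, r was -0.02 and rho 0.02 (exact permutation p = 0.961 and 0.964). Over these 3 relations, the adjusted p for Alas2 was 0.214 for r and 0.208 for rho by the Benjamini-Hochberg method, and those for the endothelial list were 0.484 and 0.693. Without the 2 mice farthest from the median, r was 0.50, 0.58 and 0.70. Blood in the tissue and new vessels cannot be told apart with these 8 mice.

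Some pericyte genes were lower at p14 and higher at p17. Of a list of 10 mural cell genes, Rgs5, Kcnj8 and Abcc9 were lower in OIR p14 mice, by -1.10, -1.72 and -1.47, and all 10 were higher at p17 with an adjusted p under 0.05. Under quantile normalization, the median of the list was -0.06 at p14 and 1.80 at p17. A loss of all mural cells at p14 could lower the whole list, but only 3 genes of it fell with an adjusted p under 0.05, while Acta2, Tagln and Des rose. A loss of pericytes or a change in their expression remains a hypothesis.

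OIR p17 mice lay farther from their group mean than nOIR p17 mice. This could come from a bias of the libraries, and the first component of the deviations from the group means was compared across genes, which are not independent replicates. Among genes with a mean of at least 10 normalized reads, its Spearman correlation was 0.15 with GC content and -0.36 with transcript length, and over all genes tested 0.14 and -0.18. Without the mouse with the fewest reads, the exact permutation p was 0.00233. A bias by transcript length cannot be told apart from a biological spread by the former value, while the latter is weak.

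The mouse bars of Fig. 3K differ from the log2 fold changes in the authors' deposited table by up to 1.86 for the labelled genes. They may be bars of other genes, since they lie within 0.07 of the values that the authors' deposited table gives for Cd2 (4.13), Ccr7 (4.63), Tyrobp (2.02), Cd84 (2.05) and Tlr4 (2.25). These 5 genes were picked from the labels of other panels of Fig. 3 because their values lay near the bars, so a small difference was built into the test. The match is a hypothesis that only the authors can settle.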
